# Targeting MED23 inhibits hepatocellular carcinoma development by suppressing compensatory proliferation and facilitating ROS-mediated cell death

**DOI:** 10.1038/s41419-025-08348-8

**Published:** 2025-12-24

**Authors:** Xiaying Zhao, Zhichao Wang, Lihua Min, Dan Cao, Yajing Chu, Chonghui Li, Jiabin Cai, Gang Wang

**Keywords:** Oncogenes, Biochemistry

## Abstract

Hepatocellular carcinoma (HCC) is frequently linked to compensatory proliferating hepatocytes in damaged livers, yet the underlying molecular mechanisms remain elusive. The Mediator complex precisely coordinates multiple transcription factors and cofactors to regulate diverse physiological and pathological processes. Here, we discovered that Mediator subunit MED23 is involved in the progression of HCC. Both constitutive and inducible liver-specific ablation of Med23 effectively inhibited HCC development in diethylnitrosamine (DEN)-induced HCC mouse models. Mechanistically, MED23 deficiency significantly compromised hepatocyte cell viability by reducing the stability of the NQO1 protein, thereby leading to an increase in reactive oxygen species (ROS) production. Furthermore, MED23 collaborates with the transcription factor RFX5 to regulate a novel enhancer function for IGF2 expression, which thus influences hepatocyte viability and HCC development. Consistently, overexpression of IGF2 in MED23-deficient HCC cells stabilizes NQO1 and partially restores cell growth and reduces apoptosis. Collectively, our findings underscore the significance of the MED23-IGF2-NQO1 axis in HCC progression and propose a novel therapeutic strategy for the treatment of HCC.

## Introduction

Hepatocellular carcinoma (HCC), the major type of primary liver cancer, is one of the most common cancers and the second leading cause of cancer related mortality worldwide [1, 2]. Major HCC risk factors include aflatoxin, infection with hepatitis B virus (HBV) or hepatitis C virus (HCV), and cirrhosis associated with chronic liver injury [3]. Additionally, metabolic syndrome associated with obesity and non-alcoholic fatty liver disease (NAFLD) is becoming a predominant factor due to lifestyle changes [4–7]. Although great progress has been made in the treatment of HCC, such as the multi-kinase inhibitors sorafenib and lenvatinib, the 5-year survival rate for advanced HCC patients remains low [1, 3, 8]. Therefore, it is urgent to identify novel drug targets and to elucidate the underlying molecular mechanisms of hepatocarcinogenesis to provide new therapeutic strategies for HCC patients.

In order to better understand the pathogenesis of HCC, many mouse models have been employed. The most widely used mouse model is the diethylnitrosamine (DEN)-induced HCC model, which recapitulates human disease characterized by chronic liver injury and inflammation followed by tumor formation [9, 10]. As a DNA-adduct-formation agent, a single injection of the carcinogen DEN on postnatal day 14 induces reactive oxygen species (ROS) accumulation and DNA damage within liver parenchymal cells, which subsequently leads to cell death [11]. Then Kupffer cells, the resident hepatic macrophages, are activated by the factors secreted from damaged hepatocytes. Activated Kupffer cells can secrete abundant pro-inflammatory and pro-proliferative cytokines, thereby driving the compensatory proliferation of surviving hepatocytes, triggering the formation of initiated liver cancer cells, which further propagates into neoplastic foci promoted by multiple rounds of cell death–inflammation–regeneration [12, 13]. Thus, the ROS-induced cell death and subsequent compensatory proliferation are essential for liver tumor initiation.

NAD(P)H:quinone oxidoreductase 1 (NQO1) is an enzyme that is significantly upregulated in human liver cancer and plays a crucial role in the antioxidant defense system as well as apoptosis evasion [14–17]. Upon accumulation of ROS, Nuclear factor erythroid 2- related factor 2 (NRF2) is stabilized and activates NQO1 and other protective enzymes transcriptionally. Noticeably, NQO1 protein level was dramatically increased in tumors, but its mRNA level was just modestly altered compared to non-tumors [14]. Given the importance of cellular homeostasis, we hypothesized that the translation and/or protein stability of NQO1, rather than its transcription, could be tightly controlled and disruption of this process likely affects the carcinogenesis.

The insulin-like growth factors (IGFs), including IGF1 and IGF2, regulate cell growth and differentiation in many species. IGF1 acts as a major determinant of somatic growth, largely dependent on growth hormone (GH) signaling [18]. *IGF2*, perhaps the most intricately regulated of all growth factors, is imprinted, or expressed monoallelically, and active only on the paternally inherited allele both in mouse and human. Imprinted *IGF2* occurs in clusters with the oppositely maternally imprinted, non-coding gene *H19* [19]. Interestingly, *IGF2* and *H19* genes share serial distal enhancers that act on either gene, depending on parental origin. The precise regulation of *IGF2* highlights its importance in development and disease. Sustained IGF2 action commonly promotes carcinogenesis and is associated with a poor prognosis [20, 21], including in liver cancer [22, 23]. One study reported that IGF2 was upregulated in a large proportion of HCC samples through demethylation of its promoter, and an antibody against IGF1 and IGF2 could impair the growth of xenograft tumors and increase the survival of these mice [24]. These studies highlight the key role of IGF2 in liver cancer; however, the precise mechanisms of transcriptional regulation of IGF2, especially the potential upstream transcriptional regulatory factors, as well as downstream effectors of IGF2/IGF1R signaling are largely uncharacterized.

Mediator complex is an evolutionarily conserved, multi-subunit protein complex that is best known to connect transcription factors (TFs) with RNA polymerase II (Pol II) machinery for precise transcription output [25–29]. Emerging evidence implicates Mediator subunits such as MED1, MED12, and CDK8 in cancer progression and metabolism [30–32]. We previously showed that Mediator subunit MED23 plays critical roles in multiple cell fate determination and cancer development [33, 34]. Through constructing liver-specific Med23 deletion model, we revealed that hepatic MED23 regulates glucose and lipid metabolism as well as carbon tetrachloride (CCl_4_)-induced liver fibrosis [35, 36]. These findings prompted us to investigate the function of MED23 in HCC development. In this study, we analyzed the critical role of MED23 in the HCC mouse models, HCC cell lines, and human clinical samples, and we have identified a MED23-IGF2-NQO1 axis in HCC development through mechanisms of inhibiting the liver cell death while enhancing the compensatory proliferation. Our findings suggest that Mediator MED23 emerges as a key player in hepatocarcinogenesis and may serve as a potential therapeutic target.

## Methods

### Animals and treatment

*Med23*-floxed (*med23*^f/f^) mice were generated using homologous recombination [34]. Male mice were used in this study and were maintained on a mixed genetic background (C57BL/6; 129 Sv). The constitutive and inducible deletion of *Med23* in livers was performed as previously described [35, 37]. Briefly, *Mx-Cre*; *med23*^f/f^ mice (*med23*^Δli^*) were injected intraperitoneally with poly(I:C) (13 mg/kg body weight) to delete the floxed alleles in the liver. To induce HCC formation in mice, 14-day-old male mice were treated with a single intraperitoneal injection of DEN (Sigma-Aldrich, 50 mg/kg body weight). Then, mice were euthanized and analyzed at 9 months of age. All animals were maintained in grouped cages in a temperature-controlled, pathogen-free facility on a 12/12-h light/dark cycle and fed with a standard chow diet. Liver tissues were collected for histological, biochemical, and molecular analyses as described below.

### Histological analysis

H&E and immunohistochemistry in formalin-fixed paraffin-embedded sections were performed as described previously [37, 38]. The following antibodies were used for staining: anti-Ki67 (Novocastra, NCL-Ki67p), anti-pH3S10 (Upstate, 06-570), anti-PCNA (Neomarker, Ms-106-p0) and anti-8OH-dG (Abcam, ab62623).

TdT-mediated dUTP nick-end labeling (TUNEL) assays were performed using the Apoptosis DNA Fragmentation Assay Kit (Clontech, #630107) to detect apoptotic cells. To detect proliferating cells, mice were injected intraperitoneally with 1 mg/kg BrdU (Sigma-Aldrich). Incorporated BrdU was detected in formalin-fixed paraffin-embedded sections using mouse monoclonal α-BrdU antibody (Sigma-Aldrich, B2531). A minimum of five different fields in each liver section were used to count the number of signal-positive cells.

### Biochemical parameters of serum

Collected blood was allowed to clot for 1 h at 4 °C and centrifuged at 3000 × *g* for 10 min twice. Isolated supernatant serum was used to measure total bilirubin, alanine aminotransferase (ALT) and aspartate aminotransferase (AST) activity according to the manufacturer’s instructions (Shensuoyoufu, Shanghai, China).

### Primary hepatocyte culture

Primary hepatocytes were isolated from 8 to 12 week old mice by collagenase perfusion as described previously [39]. Hepatocytes were plated on 6-well plates and cultured in Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum (Hyclone). The cells were washed with PBS and harvested 24 h later.

### Cell culture and plasmids

HCC cell lines HepG2, Huh7, Tong, Hep3B, and Huh6 were gifted from Lijian Hui (Institute of Biochemistry and Cell Biology, Shanghai). They were cultured in Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum (Hyclone). All cells were incubated at 37 °C in 5% CO_2_ humidified air. Stable *MED23* knockdown HCC cell lines were established according to the manufacturer’s recommendation (Clontech), and were previously described [33, 40]. Briefly, retroviruses were produced by cotransfecting recombinant pSiren-RetroQ vector with pCL10A1 helper plasmid into 293T cells using Lipofectamine 2000 (Invitrogen). Infected cells were selected with puromycin (Sigma-Aldrich) after spin infection (1258 × *g*, 30 °C, 90 min).

### Cell viability assay

The growth ability of cells was assessed by the CellTiter-Glo® Luminescent Cell Viability Assay (Promega). Stable shCtrl and shMED23 cells were trypsinized and equal numbers of cells were seeded in 96-well plates. Cells were allowed to grow for an additional 7 days. Cell numbers were measured daily according to the manufacturer’s recommendation (Promega).

### Flow cytometric apoptosis analysis

ShCtrl and shMED23 cells were seeded in 6-cm dish after puromycin selection. Then the cells were harvested, washed in PBS followed by staining with Annexin V and PI for 30 min (Invitrogen) when cell density reached 80%. The samples were then recorded using Flow Cytometer.

### siRNA transfection

Tong cells were transfected with the indicated siRNAs (10 μM, obtained from GenePharma, Shanghai, China) using RNAiMax transfection reagent (Invitrogen, 13778150) according to the manufacturer’s instructions. At 48 h after transfection, cells were collected for protein and RNA extraction. The corresponding siRNA sequences are detailed in Supplementary Table 1.

### Protein and RNA analysis

Proteins were extracted from mouse tissues and HCC cell lines as previously described [36]. Briefly, fresh mouse tissues were excised and frozen in liquid nitrogen at once. Then tissues were homogenized in RIPA lysis buffer (Beyotime, P0013B) added with complete protease inhibitor cocktail (Roche, 4693116001). Equal amount of total protein of tissue lysates from each condition were resolved by 8–12% SDS-PAGE followed by immunoblotting. HRP-conjugated secondary antibodies were purchased from the Jackson Laboratory. The following primary antibodies were used for western blotting: anti-MED23 (Abcam, ab200351), anti-IGF2 (Abcam, ab124964), anti-IGF1R (Proteintech, 20254-1-AP), anti-pIGF1R (Cell Signaling Technology, #6113), anti-γ-H2AX (Cell Signaling Technology, #9718), anti-NQO1 (Abcam, ab34173), anti-RFX5 antibody (Proteintech, 12137-1-AP), anti-MED6 antibody (Santa Cruz, sc-9434), anti-CDK8 antibody (BD Biosciences, 552053), anti-FLAG antibody (Sigma-Aldrich, F3165), anti-β-ACTIN (Proteintech, 66009-1-Ig), anti-γ-Tubulin (Sigma-Aldrich, T6557) and anti-GAPDH (Proteintech, 60004-1-Ig).Total RNA was extracted from cells or liver tissues using TRIzol (Thermo, 15596018). 2 μg of total RNA was used for first-strand cDNA synthesis according to the manufacturer’s instructions (Takara), and real-time PCR (RT-PCR) was performed using SYBR Premix Ex Taq^TM^ (Takara) in ABI QuantStudio 6 Realtime PCR machine. All values were normalized to the level of *β-actin* mRNA. The primers were listed in Supplementary Tables 2, 3.

### RNA-Seq and data analysis

CapitalBio Technology (Beijing, China) performed libraries construction and sequencing. The purity and integrity of the extracted RNA were confirmed using an Agilent Bioanalyzer. Libraries were prepared from 150 ng total RNA (TruSeq v2, Illumina), and pair-ended sequencing was performed on an Illumina HiSeq 2500 using bar-coded multiplexing and a 150-bp read length, yielding a median of 34.1 M reads per sample. Raw reads were mapped to mouse reference genome (mm9 assembly) by TopHat with default parameters. Uniquely mapped reads were filtered for downstream analysis, which included ∼80% of raw reads. deSeq was applied to count the number of reads that located on the exons of gene, which was normalized to RPKM as the measurement of mRNA abundance.

### Dual-luciferase reporter assay

The dual-luciferase reporter assay was performed as described [36]. Briefly, Tong cells were seeded into a 12-well plate at 1 × 10^5^ cells per well overnight. These cells were then transfected with a luciferase reporter plasmid and EGFP plasmid along with various expression constructs, as indicated, by Lipofectamine 2000 (Invitrogen, 11668019). All wells were supplemented with control empty expression vector plasmids to keep the total amount of DNA constant. The cells were harvested and subjected to dual-luciferase reporter assays after 24–36 h of transfection according to the manufacturer’s protocol (Promega). For Fig. 7E, Tong cells were first transfected with the control siRNA or RFX5 siRNA (10 μM) using RNAiMax transfection reagent. The next day, these cells were seeded into a 12-well plate for luciferase assay.

### Co-immunoprecipitation (Co-IP) assay

For transient co-transfection, 4 μg Flag-tagged plasmid (FLAG or FLAG-RFX5) and 8 μg Myc-tagged plasmid (MED23-MYC) were cotransfected into 293T cells plated in 10-cm dishes with Lipofectamine 2000 (Invitrogen). After 36 h, the cells were washed with PBS and lysed in 1 mL lysis buffer (1% NP-40, 10% glycerol, 135 mM NaCl, 20 mM Tris, pH 8.0, 10 mM NaF, 2 mM NaVO4, and freshly added protease inhibitors from Roche). After a rotation of 90 min at 4 °C, the lysates were spun down at 13,200 rpm for 15 min. The supernatants were then added to 15 μl of anti-Flag beads (Biolinkedin) and incubated at 4 °C overnight. The beads were washed 3 times with lysis buffer, and boiled with SDS loading buffer. The bounded proteins were analyzed by Western blot with the indicated antibodies.

As for endogenous Co-IP, 293T cells (WT and HA-tag knockin) in 10-cm dishes were lysed in 1 mL PBS buffer containing 5 mM EDTA, 1% Triton X-100 and freshly supplemented with protease inhibitors from Roche. After a rotation of 60 min at 4 °C, the lysates were centrifuged at 13,200 rpm for 15 min. The supernatant was incubated with 15 μl of anti-HA beads (Thermo Scientific, 88837) at 4 °C overnight. The beads were then washed with lysis buffer three times and boiled with SDS loading buffer for Western blot assay with the indicated antibodies.

### Chromatin immunoprecipitation (ChIP)

Tong cells (shCtrl and shMED23) were cross-linked with a final concentration of 1% formaldehyde in culture medium on a shaker for 9 min at room temperature and neutralized by the addition of glycine to a final concentration of 0.125 M for 5 min. After washing with cold PBS, the cells were collected by centrifugation. The cell pellet was resuspended with ChIP lysis buffer (50 mM Tris-HCl, pH 7.4; 1% SDS; and 10 mM EDTA), followed by sonication. The following procedures were performed as described previously [35]. The antibodies used for ChIP were as follows: anti-H3K4me1 (Abcam, ab8895) and anti-H3K27ac (Abcam, ab4729). DNA extracted from ChIP products was analyzed by qRT-PCR with TB Green Premix Ex Taq (Tli RNaseH Plus) (Takara, RR420A). The primers are listed in Supplementary Table 4.

ChIP-seq datasets of HepG2 database (α-RFX5, α-H3K27ac, α-HNF4α, and α-FOXA1) were obtained from the Encyclopedia of DNA Elements (ENCODE) project. Analysis and visualization of data were carried out in IGV software. The survival analysis in TCGA LIHC cohort was determined by Kaplan–Meier plotter browser (https://kmplot.com/analysis/index).

### Statistical analysis

All data are presented as mean ± SEM. Statistical significance was determined using the unpaired Student’s *t* test or Mann–Whitney test, depending on data distribution assessed by the Shapiro–Wilk test. The differences were considered significant when *P* value was <0.05. Statistical calculation was performed using the GraphPad Prism 6 software.

## Results

### MED23 is upregulated in human HCC tumors and is essential for HCC cell growth in vitro

We first asked whether MED23 is dysregulated in human HCC tumors by examining the expression of *MED23* in published HCC datasets. *MED23* mRNA levels were significantly increased in human HCC tumors compared to the adjacent tissues (Fig. 1A; Supplementary Fig. 1A), and increased *MED23* expression correlated with the progression of HCC (Fig. 1B). The protein levels of MED23 were also dramatically augmented in HCC samples compared to paired non-tumor tissues (Fig. 1C). Kaplan–Meier analysis of The Cancer Genome Atlas (TCGA) database demonstrated that high *MED23* expression was associated with a trend toward poorer overall survival in HCC patients (Fig. 1D), and patients with high *MED23* mRNA expression may have a shorter progression-free survival and relapse-free survival time compared to those patients with a low *MED23* (Fig. 1D). These analyses underscore the significance of MED23 in human HCC.

**Fig. 1:**
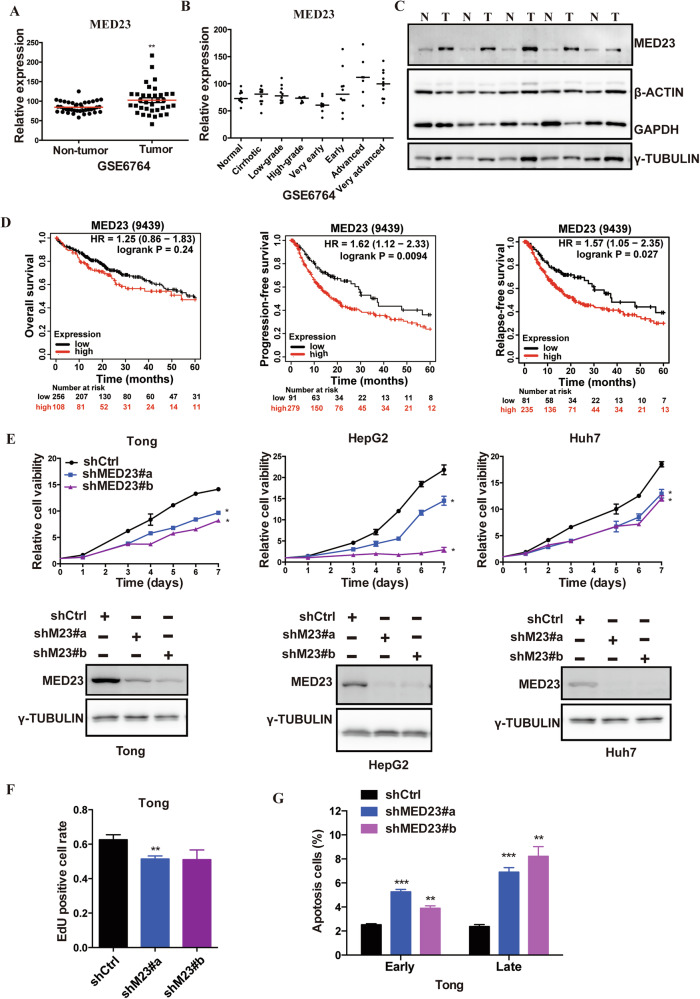
MED23 is upregulated in human HCC tumors and is required for HCC cell viability. **A** Relative *MED23* expression levels in human HCC tumors and adjacent non-tumor samples from the public dataset GSE6764 (Non-tumor, *n* = 40; Tumor, *n* = 35). **B** *MED23* mRNA expression levels in non-tumor samples, cirrhotic, and HCC tumor with different stages from the public GSE6764 dataset. **C** Immunoblot analysis of MED23, γ-TUBULIN, β-ACTIN and GAPDH in tumor (T) and non-tumor (N) liver tissues from human HCC patients. **D** Predicting the 5-year overall survival, progression-free survival, and relapse-free survival of HCC patients according to the expression level of *MED23* (https://kmplot.com). **E** Cell viability analysis of Tong, HepG2, and Huh7 cells transduced with retroviral shCtrl or shMED23 (*n* = 3–6 per group) (Top). Immunoblot analysis of MED23 and γ-tubulin in Tong, HepG2, and Huh7 cells transduced with retroviral shCtrl or shMED23 (Bottom). **F**, **G** See as per msp Tong cells transduced with retroviral shCtrl or shMED23 were subjected to EdU staining (**F**) (*n* = 6 per group) and apoptosis analysis by PI/AnnexinV staining (**G**) (*n* = 3 per group). Data are presented as mean ± SEM. The Shapiro–Wilk test was applied to test the data for normality. Statistical significance was determined using unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

To investigate the cellular function of MED23, we knocked down *MED23* in human HCC cell lines using retrovirus-mediated shRNA, and verified knockdown efficiency by Western blot (Fig. 1E; Supplementary Table 5). *MED23* silencing significantly impaired cell viability (Fig. 1E) and proliferation (Fig. 1F; Supplementary Fig. 1B) in HCC cells. Flow cytometry further indicated that both early and late apoptotic cells increased after *MED23* knockdown (Fig. 1G; Supplementary Fig. 1C). These data suggest that high MED23 expression supports HCC development possibly by suppressing apoptosis and promoting proliferation.

### Med23 is required for the chemical-induced HCC development in the mouse model

To explore the role of MED23 in HCC development in vivo, we utilized a genetically engineered mouse model by crossing *Med23*-floxed (*med23*^f/f^) mice with *Alb*-cre mice, in which *Med23* is constitutively ablated in hepatocytes [35, 36]. No histological abnormalities were observed in the liver of mice with hepatic deletion of *Med23* (hereafter *med23*^Δli^) under steady state, suggesting that *Med23* is dispensable for normal mouse liver development [38]. Single dose of carcinogen diethylnitrosamine (DEN) was subjected to male mice of postnatal day 14 to induce HCC development [10]. After 9-months induction, these mice were sacrificed and analyzed as previously reported [38]. Macroscopic examination and hematoxylin & eosin (H&E) staining revealed that control littermates (*med23*^f/f^) developed numerous hepatic tumors, whereas *med23*^Δli^ mice exhibited strong resistance to DEN-induced hepatic tumor formation, as evidenced by strikingly reduced tumor mass, tumor number, and tumor size (Fig. 2A, B). Consistently, the expression levels of HCC biomarkers *Afp* and *Serpina1*, together with fibrosis marker *Col3a1*, were reduced after *Med23* deletion at 12 months after DEN treatment (Fig. 2C).

**Fig. 2:**
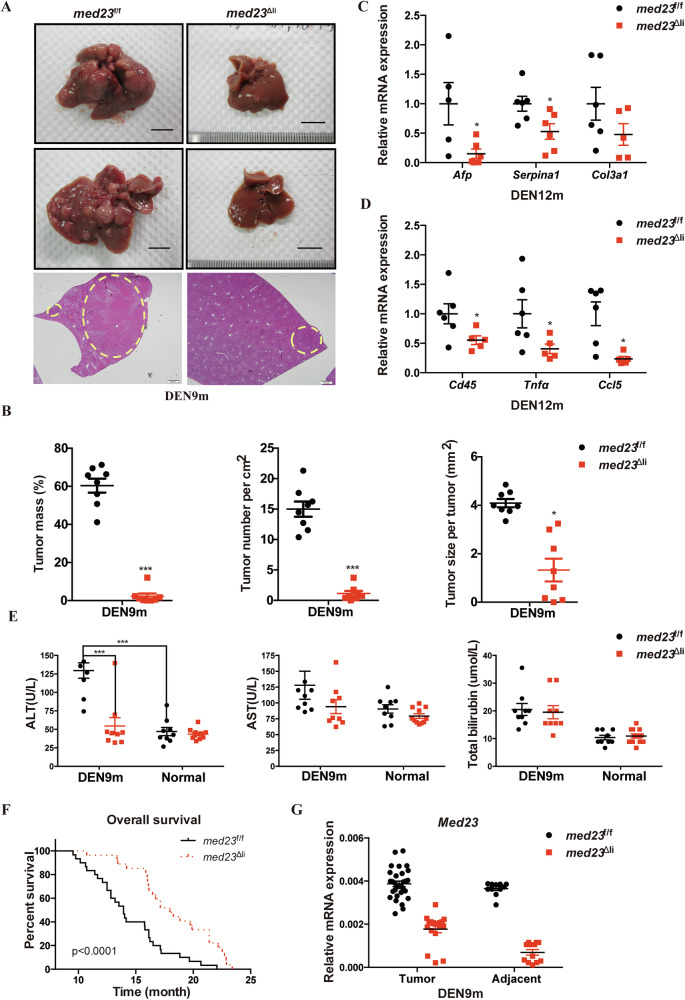
Analysis of liver cancer development in *med23*^f/f^ and *med23*^Δli^ mice after long-term administration of DEN. **A** Representative livers from DEN-injected *med23*^f/f^ and *med23*^Δli^ mice 9 months after DEN injection were shown. Liver sections from DEN-injected mice were stained with H&E, and representative pictures were shown. **B** Tumor mass, tumor number per cm^2^, and tumor size per tumor of DEN-induced HCCs in *med23*^f/f^ and *med23*^Δli^ mice were quantified (*n* = 8 per group). **C**, **D** Relative expression levels of *Afp*, *Serpina1*, *Col3a1*, *Cd45*, *Tnfα*, and *Ccl5* in tumors of *med23*^f/f^ and *med23*^Δli^ mice 12 months after DEN injection were analyzed by RT-PCR. The expression was normalized to *β-Actin* (*n* = 5–6 per group). **E** The amounts of alanine transaminase (ALT), aspartate transaminase (AST), and total bilirubin (T-BIL) in serum of untreated (normal) or DEN-treated mice at 9 months of age (DEN9m, *n* = 9 per group; Normal, *med23*^f/f^, *n* = 9, *med23*^Δli^, *n* = 11–12). **F** The overall survival curve of tumor-burdened *med23*^f/f^ and *med23*^Δli^ mice (*med23*^f/f^, *n* = 30, *med23*^Δli^, *n* = 27). **G** Relative expression levels of *Med23* in tumors and adjacent tissues of *med23*^f/f^ and *med23*^Δli^ mice 9 months after DEN injection were analyzed by RT-PCR. The expression was normalized to *β-Actin* (Adjacent, *med23*^f/f^, *n* = 11, *med23*^Δli^, *n* = 12; For tumors, *med23*^f/f^, *n* = 30, *med23*^Δli^, *n* = 18). Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s *t* test. *P < 0.05, ***P < 0.001.

Considering that HCC is an inflammation-associated malignant disease [41, 42], we analyzed the inflammation-related genes in isolated tumors. RT-PCR analysis demonstrated diminished liver inflammation in *med23*^Δli^ mice compared to control mice, as indicated by decreased expression levels of lymphocyte infiltration marker *Cd45* and pro-inflammatory factors *Tnfα* and *Ccl5* (Fig. 2D). Consistently, serum alanine transaminase (ALT) secretion, a marker of liver injury, was significantly decreased after *Med23* ablation, though the levels of aspartate transaminase (AST) and total bilirubin (T-BIL) were comparable (Fig. 2E), suggesting that *Med23* deficiency protects against long-term DEN-induced liver injury. Long-term DEN exposure caused loss of body weight accompanied with elevated liver/body weight ratio as a consequence of the burden of multiple tumors in control mice, which were completely prevented by *Med23* deletion (Supplementary Fig. 2A). In line with the reduced hepatic tumor incidence, DEN-treated *med23*^Δli^ mice displayed prolonged survival compared to *med23*^f/f^ mice (Fig. 2F).

Interestingly, when we analyzed the sporadic smaller tumors appeared in *med23*^Δli^ mouse livers, it turned out that these tumors showed about 50% *Med23* expression compared with those tumors in *med23*^f/f^ mice, suggesting that the sporadic tumors in KO livers might be due to the insufficient *Med23* deletion (Fig. 2G; Supplementary Fig. 2B). In light of this, *Med23* was hardly detectable in the neighboring non-tumor tissues of *med23*^Δli^ livers (Fig. 2G; Supplementary Fig. 2B), suggesting that *Med23*-null hepatocytes are resistant to malignant transformation by DEN. Taken together, these data demonstrate that hepatic *Med23* inactivation effectively abolishes chemically induced HCC development.

### Inducible ablation of *Med23* attenuates advanced HCC progression

Hepatocarcinogenesis involves multi-stage progression including initiation, promotion, and progression. To investigate the role of *MED23* at different stages of liver cancer development, we crossed *med23*^f/f^ mice with inducible *Mx-Cre* transgenic mice [43] (termed *med23*^Δli^*), in which *Med23* can be efficiently deleted in liver and spleen but not in most other tissues upon poly(I:C) injection (Supplementary Fig. 3A). Compared to control mice, *med23*^Δli^* mice showed normal development without apparent abnormalities or defects in liver and body size after the short-term or long-term poly(I:C) injection (Supplementary Fig. 3B). Histological analysis also revealed undetectable alteration between livers of *med23*^f/f^ and *med23*^Δli^* mice (Supplementary Fig. 3C). Mice were subjected intraperitoneally with single dose of DEN on day 14, followed by poly(I:C) injection at 6 months when the carcinogenesis was supposed to be in progression stage [38], and the tumor development was assessed at 9 months (Fig. 3A). Similar to the constitutive Med23-deletion, poly(I:C)-induced *Med23* ablation dramatically suppressed hepatocarcinogenesis as shown by the representative images of *med23*^Δli^* and *med23*^f/f^ livers (Fig. 3A). Quantitative analysis revealed reduced tumor mass, tumor number, and tumor size in *med23*^Δli^* mice compared to *med23*^f/f^ mice (Fig. 3B). *Med23*^Δli^* mice also exhibited reduced liver weight and liver/body weight ratio due to the reduced tumor burden compared to *med23*^f/f^ mice (Supplementary Fig. 3D). As expected, lower serum ALT, AST, and T-BIL levels were observed in *Med23*^Δli*^ mice compared to control mice following DEN and poly(I:C) treatment (Fig. 3C), suggesting that hepatocyte-specific Med23 ablation mitigates DEN-induced liver injury. Consistent with findings in the *med23*^Δli^ model, although tumors from *med23*^Δli^* mice exhibited reduced *Med23* expression compared with tumors from *med23*^f/f^ mice, they still displayed higher mRNA levels of *Med23* than the surrounding normal liver tissues, where *Med23* mRNA was barely detectable (Fig. 3D). Together with the observations in the *med23*^Δli^ model, these findings demonstrate that Mediator *Med23* is required for DEN-induced hepatocarcinogenesis, highlighting that targeting *Med23* could effectively impede liver cancer development.

**Fig. 3:**
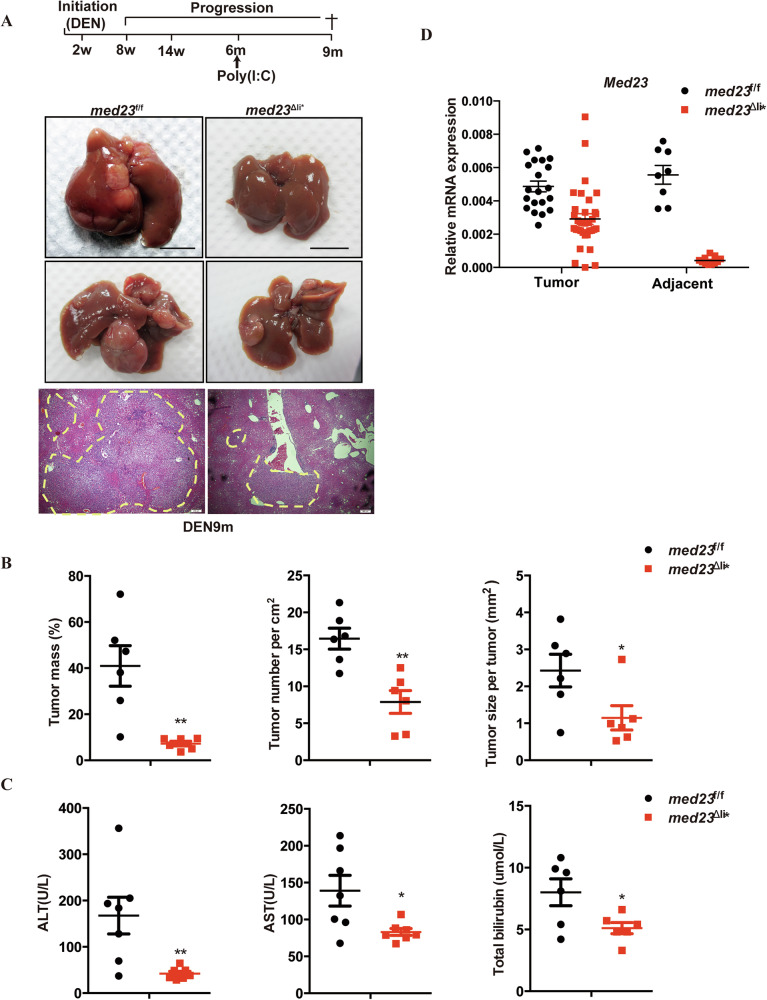
Analysis of liver cancer development in *med23*^f/f^ and *med23*^Δli^* mice after DEN administration. **A** Strategy to delete *Med23* in liver and tumor induction. Representative livers from DEN-injected *med23*^f/f^ and *med23*^Δli^* mice 9 months after DEN injection were shown. Liver sections from DEN-injected *med23*^f/f^ and *med23*^Δli^* mice were stained with H&E, and representative pictures were shown. **B** Tumor mass, tumor number per cm^2^, and tumor size per tumor of DEN-induced HCCs in *med23*^f/f^ and *med23*^Δli^* mice were quantified (*n* = 6 per group). **C** The amounts of ALT, AST, and T-BIL in serum of DEN-treated mice at 9 months of age (ALT and AST, *n* = 7 per group; T-BIL, *n* = 6 per group). **D** Relative expression levels of *Med23* in tumors and adjacent tissues of *med23*^f/f^ and *med23*^Δli^* mice 9 months after DEN injection were analyzed by RT-PCR. The expression was normalized to *β-Actin* (Adjacent, *med23*^f/f^, *n* = 8, *med23*^Δli^*, *n* = 11; For tumors, *med23*^f/f^, *n* = 20, *med23*^Δli^*, *n* = 33). Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s *t* test. *P < 0.05, ***P < 0.001.

### *Med23* ablation leads to increased apoptosis but reduced compensatory proliferation in acute DEN-treated liver

To investigate the cellular effect of hepatic *Med23* ablation, we collected the paired liver samples of 14 postnatal day male mice after acute DEN injection, and confirmed that *Med23* was efficiently deleted throughout the livers of *med23*^Δli^ mice compared to control livers (Fig. 4A; Supplementary Fig. 4A). DEN exposure could cause DNA adducts formation and DNA damage in liver [10]. *Med23*^Δli^ livers exhibited aggravated DNA damage compared to *med23*^f/f^ livers, as indicated by increased γ-H2AX staining (Fig. 4A). DEN-induced liver injury was also significantly increased in *med23*^Δli^ mice, as indicated by increased ALT and AST secretion, at 48 h after the acute injection (Fig. 4B). Consistently, TUNEL assay revealed more apoptotic cells in livers of *med23*^Δli^ mice than those of *med23*^f/f^ after acute DEN injection for 36 h when the cell death seems to reach the peak (Fig. 4C, D). These results indicate that Med23 deficiency sensitizes hepatocytes to DEN-induced DNA damage, leading to increased apoptosis and more severe liver damage, as reflected by elevated ALT and AST levels.

**Fig. 4:**
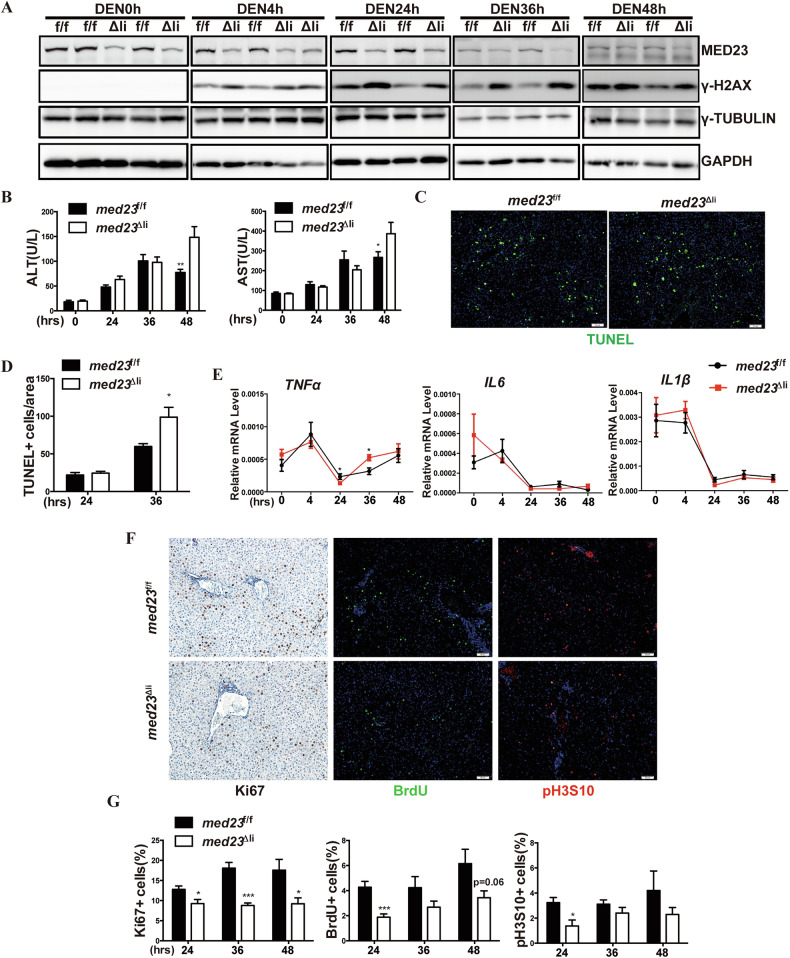
*Med23* ablation leads to increased apoptosis but compromised compensatory proliferation during initiation stage of DEN induction. **A** Immunoblot analysis of MED23, γ-H2AX, γ-TUBULIN, and GAPDH in liver tissues from *med23*^f/f^ and *med23*^Δli^ mice at indicated time after DEN treatment. **B** Analysis of ALT and AST in 2-week-old *med23*^f/f^ and *med23*^Δli^ mice after acute DEN treatment (*n* = 9–13 per group). **C, D** Representative views of TUNEL staining in the liver sections of *med23*^f/f^ and *med23*^Δli^ mice 36 h after DEN treatment (**C**), and quantification of TUNEL-positive cells from the liver sections of *med23*^f/f^ and *med23*^Δli^ mice (**D**). **E** Relative expression levels of *Tnfα, Il6, and Il1β* in liver tissues after DEN injection. The expression was normalized to *β-Actin* (*n* = 4–10 per group). **F**, **G** Representative liver sections (24 h after DEN injection) of *med23*^f/f^ and *med23*^Δli^ mice that were immunochemically stained with Ki67, BrdU, and pH3S10 (**F**), and percentages of positive cells were quantified (**G**) (*n* = 5–8 per group). Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

Unlike the acute model, in the chronic model, acute DNA damage was not persistent, thus no longer the primary determinant of liver pathology. Instead, sustained compensatory proliferation contributed to increased tumor burden in *med23*^f/f^ mice and secondary liver injury, thereby resulting in elevated ALT and AST levels (Fig. 2E). Pro-inflammatory cytokines, including TNFα, IL6, and IL1β, are mainly produced by Kupffer cells following hepatocyte death and paracrine stimulation, and play a critical role in DEN-induced liver cancer [13]. RT-PCR analysis showed comparable levels of these cytokines between livers of *med23*^f/f^ and *med23*^Δli^ mice after acute DEN treatment (Fig. 4E). Similarly, the expression of early response genes *C-jun* and *c-fos*, which are known to initiate liver cancer development [37], remained unchanged (Supplementary Fig. 4B). These results suggest that *MED23* ablation seems not to change the early stage of the DEN-induced response but may predominantly impact the later stage of HCC progression, implying that inhibiting MED23 might offer therapeutic benefits for advanced liver cancer.

Surviving hepatocytes undergo compensatory proliferation to maintain the liver’s homeostatic functions and may acquire carcinogen-induced mutagenesis, as a result of the enormous intrinsic regeneration capability [44, 45]. Ki67 staining revealed a remarkable reduction in proliferating hepatocytes in *med23*^Δli^ mice compared to *med23*^f/f^ mice (Fig. 4F, G), which was further confirmed by decreased 5’-bromo-2’-deoxyuridine (BrdU) incorporation and histone H3 phosphorylation staining (Fig. 4F, G). To further determine whether this proliferative defect is specific to DEN-induced injury or represents a general impairment of hepatocyte regeneration, we next applied the widely used two-thirds partial hepatectomy (PH) regeneration model to test whether *Med23* is also required for non-malignant proliferation of hepatocytes. *Med23*^Δli^ mice exhibited a modest reduction of Ki67-positive hepatocytes compared to *med23*^f/f^ mice at 96 h following operation (Supplementary Fig. 4C). Accordingly, *med23*^Δli^ mice failed to recover to the regular liver/body weight ratio of *med23*^f/f^ mice at 96 h after PH (Supplementary Fig. 4D). In addition, increased release of serum ALT and AST in *med23*^Δli^ mice indicated more severe liver injury than *med23*^f/f^ mice, which is in agreement with the DEN-induced HCC model (Supplementary Fig. 4E). Collectively, these data, together with the in vitro HCC cell lines results, support that MED23-deficiency suppresses DEN-induced HCC by inhibiting compensatory proliferation and enhancing apoptosis of hepatocytes.

### *Med23*^Δli^ livers exhibit increased ROS accumulation and reduced NQO1 protein upon DEN treatment

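Livers of 4 *med23* Δli mice, in which *Med23* is deleted in hepatocytes, and of 4 control *med23* f/f mice were collected 48 h after 50 mg/kg of the liver carcinogen diethylnitrosamine (DEN), given at 14 days of age. RNA-seq gave 1 library per liver. The authors mapped the reads to the mm9 genome with TopHat, kept the uniquely mapped reads, counted those on the exons of each gene and normalized the counts to reads per kilobase of exon and per M reads (RPKM). The deposited table lists 23284 genes, of which 17605 were above 0 RPKM in at least 1 liver. An RPKM value is a whole number of reads divided by the exon length of the gene and the number of reads of the library, so both were recovered from the steps between the values. Whole reads were obtained for 17603 of the 17605 genes. The number of reads by which the RPKM values are divided was between 7.94 and 11.7 M in *med23* f/f livers, with a median of 10.1 M. In *med23* Δli livers it was between 8.73 and 12.8 M, with a median of 9.23 M. The paper states a sequencing yield with a median of 34.1 M reads per sample, which is a different quantity, and the RPKM values use the recovered numbers. Between 39.8% and 41.9% of these reads lay on listed genes. At the median recovered length of 2634 bp, 0.5 RPKM stood for 10.5 reads in the library with the fewest reads and for 16.8 reads in the library with the most. The floor of 3 reads stood for 0.143 and 0.089 RPKM in the same libraries.

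The gene names of the table were not used, because the values did not follow the named genes. Across 10696 genes found by name in the GENCODE vM1 annotation of the same genome build, the recovered length had a Spearman rho of -0.007 with the annotated exon length. For the same genes, the annotated exon length and the longest annotated transcript had a rho of 0.967. These are correlations across genes, which are not independent replicates. Albumin (*Alb*) was listed at 0.598 to 2.26 RPKM and *Gapdh* at 0 in every liver, while the highest mean, 10131 RPKM, was listed under *Tbc1d16*. *Med23* itself was listed at 0.0332 to 0.153 RPKM in *med23* f/f livers and at 0.0347 to 0.0991 RPKM in *med23* Δli livers, so its values could not check the genotype labels. Counts of genes do not depend on the names and were computed over the 11381 genes with a mean of at least 0.5 RPKM over the 8 livers. The genotypes were compared with limma on log2(RPKM + 1), with a variance trend and Benjamini-Hochberg adjustment, and by the ratio of the group means. The filter on low values and the pseudocount of 1 could change these counts.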

To better understand the molecular mechanisms through which *Med23* deficiency affects apoptosis and proliferation, we carried out a genome-wide transcriptome analysis of whole livers from control and *med23*^Δli^ mice 48 h after DEN treatment. RNA-seq data analysis identified 351 genes that were down-regulated by more than 1.5-fold and 237 genes that were up-regulated by more than 1.5-fold in *med23*^Δli^ livers relative to controls (Fig. 5A). 

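By the ratio of the mean RPKM of the 4 *med23* Δli livers to that of the 4 *med23* f/f livers, without a p threshold, 408 genes were at least 1.5-fold lower and 175 genes at least 1.5-fold higher in *med23* Δli livers. The filter on low values moved these counts most. Without it, 2667 genes were lower and 1442 higher among the 17605 genes above 0 RPKM in any liver. Genes with a mean above 0 and under 0.5 RPKM were past 1.5-fold in 36.3% of cases downward and 20.4% upward. Between 5 and 50 RPKM the shares were 2.19% and 0.93%. At 50 RPKM and above they were 2.35% and 3.02%, from 14 lower and 18 higher of 596 genes, a small difference that was not tested.

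**Figure D1:**
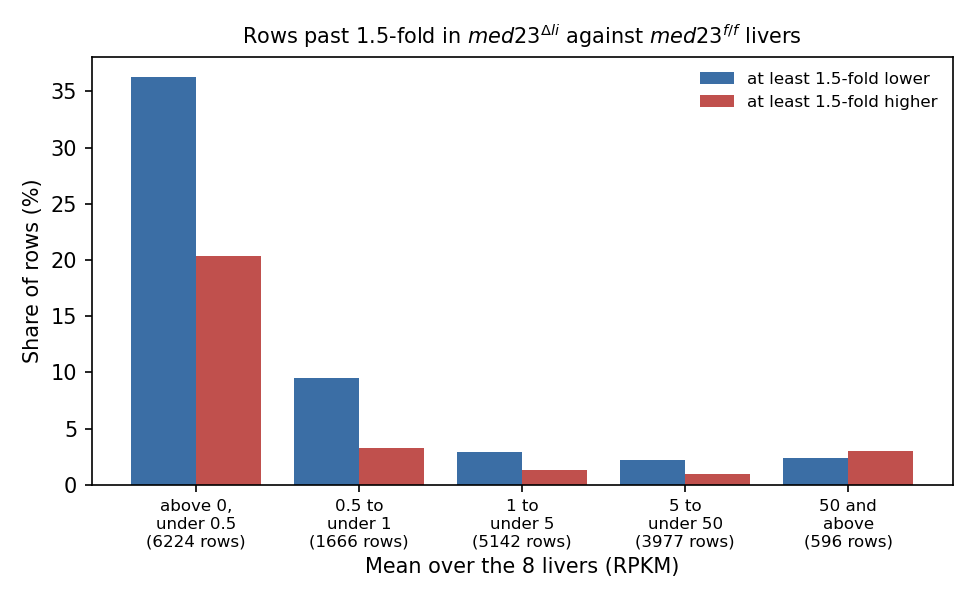
Share of genes (rows of the table, in %) at least 1.5-fold lower (blue) or higher (red) in *med23* Δli than in *med23* f/f livers by the ratio of group means (4 livers each), by the mean over the 8 livers in RPKM. The share is highest under 0.5 RPKM, with 36.3% lower and 20.4% higher, and 9.48% and 3.24% from 0.5 to under 1 RPKM.

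The spread between livers was large beside these ratios. The values of the genotypes did not overlap for 35 of the 408 lower genes and 11 of the 175 higher genes. Over all 11381 genes, 1.56% did not overlap, against 2.86% by chance for 4 livers against 4 if all are independent. With limma, 193 genes were lower and 112 higher at an unadjusted p under 0.05, where chance gives 569 in all for independent livers. The direction of that majority depended on the scaling and on the filter. It was 144 lower and 216 higher after scaling by the median ratio, and 67 and 73 with a mean of at least 5 RPKM. After Benjamini-Hochberg adjustment, 1 gene passed 0.05 in limma, with an adjusted p of 0.0475. This gene, picked out after its values were seen, is listed as 1700012I11Rik. It was at 4.47 ± 2.64 RPKM (SD, n = 4) in *med23* f/f livers and listed at 0 in every *med23* Δli liver (two-sided exact permutation test, p = 0.029, the smallest p that 4 livers against 4 allow). The smallest length that gives whole reads for it is 30 bp, shorter than a 150-bp read, so the real length may be a multiple of this. At 30 bp its values are 1 to 2 reads per *med23* f/f liver, under the floor of 3 reads. These are the fewest reads that fit, and a longer gene would have more. In simulated reads of the same depths, with a dispersion of 0.05, limma called 0 of 200 genes changed 1.5-fold, of which 116 had an unadjusted p under 0.05. In that simulation, with 200 changed genes and livers without pairs, changes of this size were not detected after adjustment. In another simulation, which held both larger sizes, it called 56 of 100 genes changed 2-fold and 95 of 100 changed 4-fold. Adjustment depends on how many genes change and by how much, so these simulations are not on equal terms. Neither gives the power in the real livers, since the dispersion was set and not fitted. The comparisons of the livers above do not pair them. The animal numbers in the column names form 4 neighbouring pairs of 1 liver per genotype, whose deviations from the group means had correlations of 0.23 to 0.71 across genes. With these pairs as a block, chosen after seeing the data, 9 genes were lower and 4 higher at an adjusted limma p under 0.05, and 1279 genes had an unadjusted p under 0.05. Livers that deviate together are not independent, so the chance levels of 2.86% and 569 need not hold. Among the 8 splits of the livers that part all 4 pairs, the genotype split gave the most genes without the block. It gave 305 at an unadjusted limma p under 0.05, against 72 to 259 for the others. With 8 splits a share under 0.05 cannot be reached, so a chance effect is not ruled out. The column names carry a letter whose meaning is not stated in the labels. Within the letter C, with 2 livers per genotype, 496 genes were lower and 297 higher by the ratio of means. Of the 408 and 175 genes, 273 and 92 passed 1.5-fold in the same direction. The letter C livers are among the 8 that picked these genes, so this overlap is partly built in and is not an independent check. The other letters hold 1 *med23* f/f liver alone, or 1 *med23* f/f liver and 2 *med23* Δli livers, too few to recompute the counts. From the genes past 1.5-fold in each direction (Fig. 5A), the paper states that they were down-regulated or up-regulated in *med23* Δli livers. The legend of Fig. 5A calls the counted transcripts significant and gives no p threshold. The paper's counts may therefore rest on a test, which the 408 and 175 here do not. With an unadjusted limma p under 0.05 added, 103 genes were lower and 43 higher.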

Interestingly, gene set enrichment analysis (GSEA) revealed that oxidative phosphorylation gene signatures were positively enriched in *Med23*-deficient livers (Fig. 5B). Consistent with these transcriptomic changes, staining of freshly frozen tissue sections showed increased ROS accumulation in acute DEN-treated *med23*^Δli^ mice compared with *med23*^f/f^ mice (Fig. 5C), which was further confirmed by flow cytometry analysis of isolated liver cells (Supplementary Fig. 5A). Consistently, liver reduced glutathione (GSH) levels, a major cellular antioxidant, were significantly decreased after *Med23* deletion (Fig. 5D). ROS accumulation could induce oxidative DNA damage, which can be specifically detected with antibody against 8-hydroxydeoxyguanosine (8-OHdG). Compared to *med23*^f/f^ livers, *Med23*^Δli^ livers displayed increased levels of 8-OHdG staining after acute DEN injection (Fig. 5E), indicating much more oxidative DNA damage was induced by *Med23* deficiency. In accordance with the results of mouse model, shRNA-mediated *MED23* knockdown similarly enhanced ROS accumulation in human HCC cells (Supplementary Fig. 5B), suggesting the cell autonomous regulation of ROS by MED23.

**Fig. 5:**
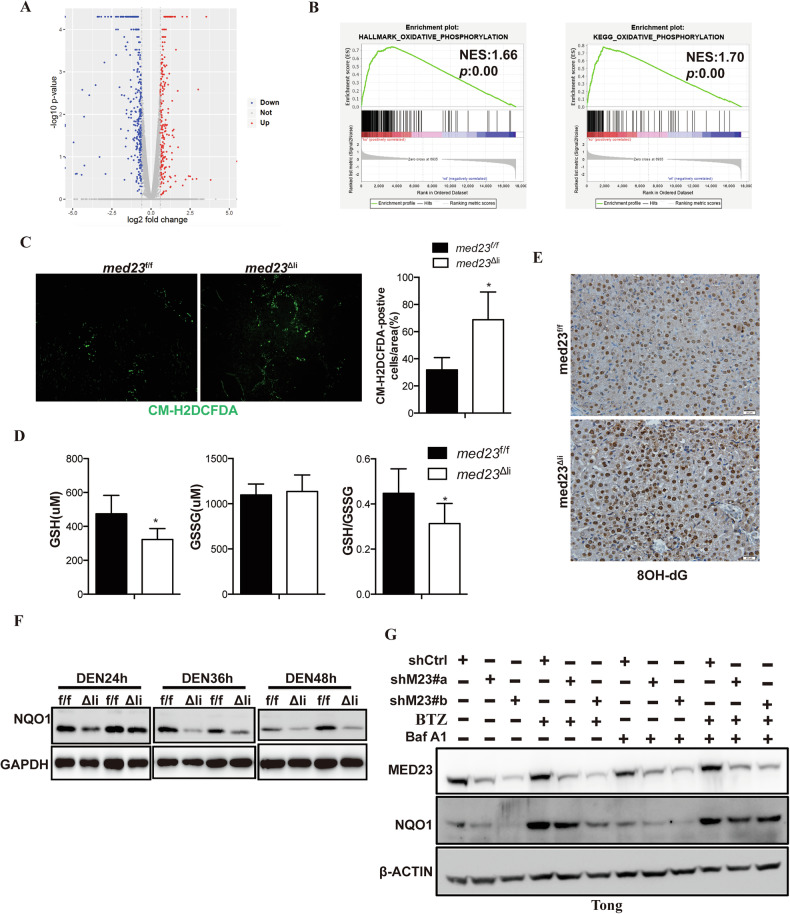
*Med23*^Δli^ livers exhibit increased ROS accumulation and reduced NQO1 protein. **A** Volcano plots depict gene expression changes between livers of *med23*^f/f^ and *med23*^Δli^. Significantly differential transcripts are highlighted in color and totaled in each direction (Fold change ≥ 1.5). Whole livers from *med23*^f/f^ and *med23*^Δli^ mice 48 h after DEN treatment were collected as samples for RNA-seq analysis. **B** GSEA analysis of RNA-Seq data from *med23*^f/f^ and *med23*^Δli^ mouse livers after acute administration of DEN for 48 h. **C** Liver sections (*n* = 5 per group) of *med23*^f/f^ and *med23*^Δli^ mice 48 h after acute DEN injection were stained with CM-H2DCFDA (left panels), and statistical analysis of CM-H2DCFDA-positive cells is presented (right panels) (*n* = 4 per group). **D** The content of reduced glutathione (GSH), oxidized glutathione (GSSG), and GSH/GSSG ratio in livers of *med23*^f/f^ and *med23*^Δli^ mice 24 h after DEN injection were measured and quatified. Representative results were shown (*n* = 6 per group). **E** 8OH-dG staining of liver sections from *med23*^f/f^ and *med23*^Δli^ mice after acute DEN injection. **F** Immunoblot analysis of NQO1 and GAPDH in liver tissues from *med23*^f/f^ and *med23*^Δli^ mice at indicated time after DEN treatment. **G** Immunoblot analysis of MED23, NQO1, and β-ACTIN in Tong cells transduced with retroviral shCtrl or shMED23 in the presence and absence of BTZ/Baf A1. Statistical significance was determined using unpaired Student’s *t* test. *P < 0.05, **P < 0.01.

The environmental insults-stimulated aberrant ROS production can be detoxified by activating the NF-E2-related factor 2 (NRF2) signaling pathway and subsequently prompting the expression of anti-oxidative genes such as NQO1 and HO-1 [46, 47]. We found that the protein level of NQO1 was largely reduced in the livers of *med23*^Δli^ mice compared to controls after acute DEN treatment (Fig. 5F). Likewise, *MED23* knockdown decreased NQO1 protein levels in Tong (Fig. 5G; Supplementary Fig. 5C) and HepG2 cells (Supplementary Fig. 5D). However, *NQO1* mRNA levels were not reduced by *MED23*-deficiency either in mice (Supplementary Fig. 5E) or in human HCC cells (Supplementary Fig. 5F). Of note, the mRNA levels of *HO-1* and *NRF2* in livers with or without *Med23* were also unchanged (Supplementary Fig. 5E), which excludes the possibility of transcriptional control of NQO1 by MED23. Given these findings, we explored whether MED23 affects the protein stability of NQO1. Treatment with proteasome inhibitor (BTZ) either alone or in combination with lysosome inhibitor (Baf A1) restored NQO1 protein levels in *MED23* deficient cells (Fig. 5G), suggesting a possible protein degradation mechanism involved in NQO1 regulation by MED23. We also found that *NQO1* expression was upregulated in human HCC tumors compared to normal tissues (Supplementary Fig. 5G), and high NQO1 mRNA level was significantly associated with the poor prognosis of patients (Supplementary Fig. 5H). In sum, these findings show that MED23 prevents excessive ROS accumulation in DEN-treated livers, possibly through post-transcriptional regulation of the oncogenic protein NQO1.

### IGF2/IGF1R signaling pathway was attenuated by *Med23* ablation

To gain insight into how Med23 regulates the hepatic proliferative phenotype, we further analyzed the RNA-seq data and noticed an obvious reduction of the growth factors *Igf1* and *Igf2* in livers of *med23*^Δli^ mice as compared to *med23*^f/f^ mice (Supplementary Fig. 6A), which was confirmed by RT-PCR after acute DEN treatment (Fig. 6A). In contrast, the expression of other growth factors such as *Fgf21*, *Vegfa*, and *Hgf* remained unchanged upon *Med23* deletion (Supplementary Fig. 6A). Considering that the hepatocytes are the main source of these growth factors (*Igf1* and *Igf2*) [48], we isolated the primary hepatocytes from livers of untreated *med23*^f/f^ and *med23*^Δli^ mice and analyzed the expression levels of *Igf1* and *Igf2*. Both *Igf1* and *Igf2* were consistently downregulated in hepatocytes from *med23*^Δli^ mice (Fig. 6B). Interestingly, we noticed that H19 tended to be also declined in both the livers (Supplementary Fig. 6B) and hepatocytes derived from *med23*^Δli^ mice (Fig. 6B), suggesting that the expression of both H19 and Igf1/2 might be controlled similarly by Med23.

**Fig. 6:**
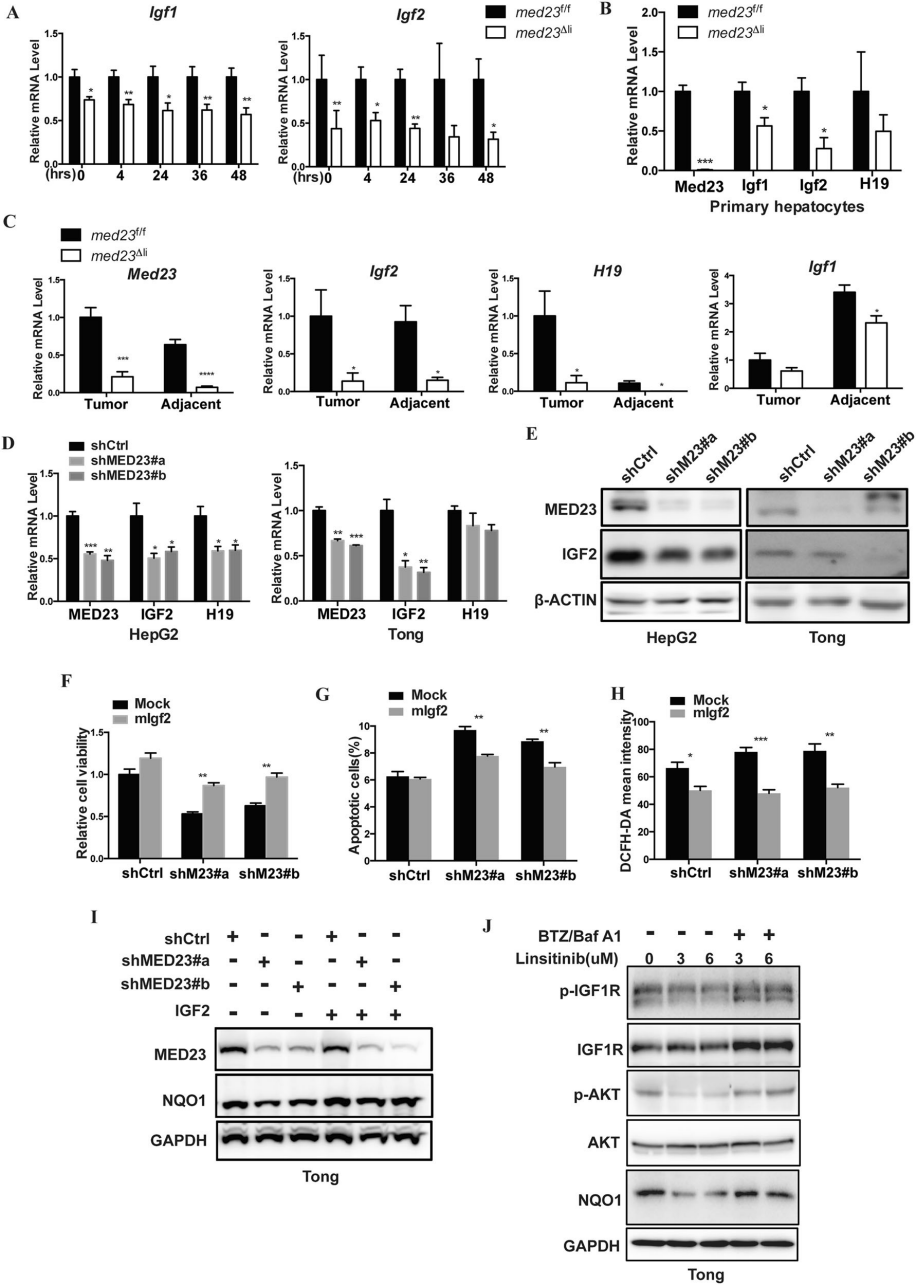
IGF2/IGF1R signaling pathway was compromised after *Med23* ablation. **A** Relative expression levels of *Igf1* and *Igf2* in liver tissues from *med23*^f/f^ and *med23*^Δli^ mice at indicated time after DEN treatment (*n* = 4–10 per group). **B** Relative expression levels of *Med23*, *Igf1*, *Igf2*, and *H19* in primary hepatocytes isolated from *med23*^f/f^ and *med23*^Δli^ mice (*n* = 3 per group). **C** Relative expression levels of *Med23*, *Igf2, H19*, and *Igf1* in liver tumor or adjacent tissue from *med23*^f/f^ and *med23*^Δli^ mice 12 months after DEN treatment (*n* = 5–8 per group). **D** Relative expression levels of *MED23, IGF2*, and *H19* in HepG2 and Tong cells transduced with retroviral shCtrl or shMED23 (*n* = 3–4 per group). **E** Immunoblot analysis of MED23, IGF2, and β-ACTIN in HepG2 and Tong cells transduced with retroviral shCtrl or shMED23. **F** Equal numbers of shCtrl or shMED23 Tong cells transduced with retroviral *mIgf2* were seeded into 6-well plate. The cells were washed with PBS and stained with crystal violet after cultured for 5 days. Statistical analysis of cell viability was presented (*n* = 3 per group). **G, H** ShCtrl and shMED23 Tong cells transduced with retroviral *mIgf2* were subjected to apoptosis analysis by PI/AnnexinV staining (**G**) or stained with CM-H2DCFDA (**H**), and statistical analysis was presented (*n* = 3 per group). **I** Immunoblot analysis of MED23, NQO1 and GAPDH in shCtrl or shMED23 Tong cells treated with recombinant IGF2 protein (100 ng/ml) for 4 days. The culture medium was renewed everyday. **J** Immunoblot analysis of p-IGF1R, IGF1R, p-AKT(S473), AKT, NQO1, and GAPDH in Tong cells treated with IGF1R inhibitor Linsitinib or BTZ/Baf A1. Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

We then investigated whether the reduction of *Igf1*, *Igf2* and *H19* also occurs in *Med23*-deleted tumors. RT-PCR analysis showed that *Igf2* and *H19* were both dramatically reduced in tumors and adjacent normal tissues of *med23*^Δli^ mice compared to controls (Fig. 6C). Similar results were observed after acute deletion of *Med23* in *med23*^Δli^* mice burdened with tumors (Supplementary Fig. 6C). By contrast, *Igf1* was only reduced in normal liver tissues but not in tumors from *med23*^Δli^ mice or *med23*^Δli^* mice (Fig. 6C; Supplementary Fig. 6C), this underscores the specificity of Med23-IGF2 axis regulation in tumor cells.

Similar to that observed in mouse tumors, *MED23* knockdown also decreased *IGF2* mRNA and IGF2 protein levels in HCC cell lines such as HepG2 and Tong cells (Fig. 6D, E). To determine if IGF2 is indeed important in MED23-dependent cancer cell growth, we overexpressed *IGF2* in *MED23*-silenced Tong cells and observed that the ectopic *IGF2* partially rescued the phenotypes associated with Med23 deficiency, including impaired cell viability (Fig. 6F; Supplementary Fig. 6D), increased cell apoptosis (Fig. 6G), and accumulated ROS (Fig. 6H). When we examined the available database, there was a positive correlation for the mRNA levels of *MED23* and *IGF2 & H19* within tumors (Supplementary Fig. 6E). Given the established roles of IGF2 and H19 in promoting cell proliferation and tumorigenesis [19], these findings support the notion that MED23 promotes the development of HCC by regulating the expression of IGF2 and H19 in tumor cells. Notably, recombinant IGF2 supplementation also partially restored the decrease in NQO1 protein levels caused by *MED23* knockdown (Fig. 6I), which prompted us to investigate whether IGF2 may somehow regulate NQO1 expression. In order to further prove whether IGF2 affects the stability of NQO1, we treated the Tong and Huh7 cells with linsitinib, the inhibitor of IGF2 signaling (p-IGF1R). The results showed that linsitinib treatment largely decreased the protein level of NQO1 in Tong (Fig. 6J) and Huh7 (Supplementary Fig. 6F) cells, and this effect could be restored by BTZ/Baf A1 treatment together, which means the IGF2 signaling pathway promotes the stability of NQO1 by inhibiting the ubiquitin/proteasome pathway, thereby exerting an antioxidant function. After *MED23* knockdown, the decrease of IGF2 leads to decreased NQO1, impairing ROS clearance and resulting in the accumulation of ROS and cell death. In summary, these data suggest that MED23-IGF2 signaling may act upstream of NQO1-mediated ROS regulation, thus highlighting a MED23-IGF2-NQO1-ROS axis in the control of HCC development.

### MED23, cooperating with RFX5, controls *IGF2* expression through modulating enhancer function

To investigate how MED23 regulates *IGF2* transcription, we next performed a chromatin immunoprecipitation-sequencing (ChIP-seq) analysis to find out if epigenetics and cis-elements contribute to MED23 mediated regulation of IGF2. Guided by the ChIP-seq profiles of H3K4me1 and H3K27ac around the *IGF2/H19* locus in Tong cells, we identified a putative enhancer downstream of the *H19* transcript (Fig. 7A). In line with previous observations, analysis of a published ChIP-seq dataset revealed strong H3K27ac enrichment at the same region in HepG2 cells (Supplementary Fig. 7A). We observed that the histone modification signals of H3K4me1, but not H3K27ac, were slightly reduced at this enhancer region (Enh) in *MED23*-depleted cells (Supplementary Fig. 7B). ChIP-qPCR was performed to confirm that H3K4me1 occupancy at the Enh region of *IGF2* tended to be reduced by *MED23* deficiency (Fig. 7B). We then cloned this Enh sequence (~2Kb) into a luciferase reporter (pGL3-Basic) and transfected it into Tong cells. Compared to the basal reporter, the enhancer-driven reporter showed much higher transcription activity, which was reduced at least two-fold by *MED23*-knockdown (Fig. 7C). To determine if this newly identified enhancer element does connect to the *IGF2/H19* expression, we managed to delete this enhancer region using CRISPR/Cas9 technology in Tong cells. Sequencing confirmed a ~1.7 kb deletion flanking the identified enhancer peak (Supplementary Fig. 7C). Importantly, mRNA and eRNA levels of *IGF2* and *H19* were both decreased after deleting the Enh region, while *MED23* mRNA was not changed (Fig. 7D). Together, these observations suggest that MED23 likely controls the activity of the newly defined *IGF2/H19* enhancer.

**Fig. 7:**
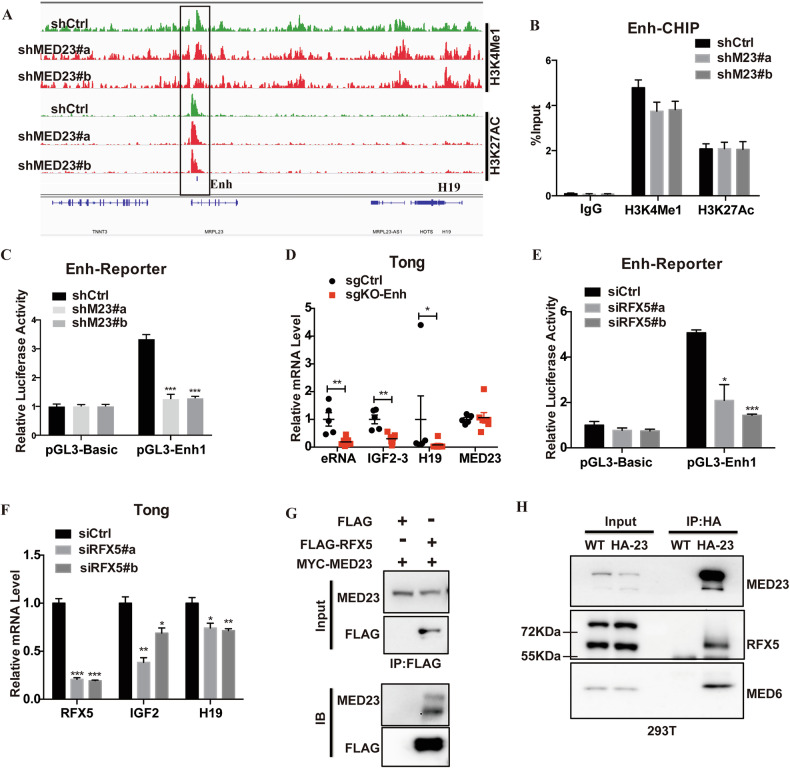
MED23 controls *IGF2* expression by modulating its enhancer function. **A** ChIP-seq analysis of H3K4me1 and H3K27ac enrichment around the *IGF2/H19* gene cluster in control and *MED23* knockdown Tong cells. **B** Verification of the ChIP-qPCR analysis at the Enh peak indicated in (**A**). ChIP assays were performed with an antibody specific for H3K4me1 and H3K27ac in control and *Med23*-deficient Tong cells, and then qPCR was performed (*n* = 3–4 per group). **C** Enhancer reporter assay in control and *Med23*-deficient Tong cells. The activity of Enh peak was measured by the ratio of firefly luciferase activity over GFP intensity (Firefly/GFP) and normalized to the empty vector control (*n* = 3 per group). **D** Relative *eRNA*, *IGF2*, *H19*, and *MED23* mRNA levels upon enhancer deletion are shown (*n* = 5–7 per group). **E** Enhancer reporter assay. Tong cells were transfected with siRNA against *RFX5*, and the activity of Enh peak was measured by the ratio of firefly luciferase activity over GFP intensity (Firefly/GFP) (*n* = 3 per group). **F** Relative expression levels of *RFX5*, *IGF2*, and *H19* in RFX5 knockdown Tong cells (*n* = 3 per group). **G** Co-immunoprecipitation (Co-IP) of MYC-MED23 with Flag-RFX5. Flag-RFX5 expressing plasmid was co-transfected with MYC-MED23 into 293T cells. Whole cell lysate was used for immunoprecipitation and then immunoblotting with indicated antibodies. **H** Physical interaction between endogenous RFX5 and MED23. Co-IP experiment was performed in 293T cells with a HA-tag that was knocked in MED23 locus. Whole cell lysate was used for immunoprecipitation with anti-HA beads, followed by detection with indicated antibodies by western blot. Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

The cooperative binding of transcription factors (TFs), Mediator complex, and other epigenetic regulators promotes long-range chromatin interactions between enhancers and promoters. We next sought to identify potential TFs that bind to this enhancer region. Bioinformatics analysis revealed four TFs (BRCA1, MZF1, RFX5, and ZNF354C) potentially binding at this enhancer region (Supplementary Fig. 7D). RFX5 ChIP-seq data of HepG2 cells from the ENCODE project revealed that RFX5 specifically binds to this IGF2 enhancer region (Supplementary Fig. 7A), and in addition, the RFX5-binding peaks happened to be largely overlapped with H3K27ac peaks (16431/34444) genome-wide, implying its participation in enhancer function in general (Supplementary Fig. 7E). Importantly, *RFX5* silencing attenuated the Enh reporter activity in Tong cells (Fig. 7E), and reduced the expression of *IGF2* and *H19* in both Tong cells (Fig. 7F) and HepG2 cells (Supplementary Fig. 7F); whereas transient *RFX5* overexpression upregulated *IGF2* and *H19* mRNAs in Tong cells (Supplementary Fig. 7G). These results demonstrate that RFX5 binds to this newly identified enhancer to control the expression of *IGF2* and *H19*.

As MED23 may regulate the activity of RFX5, we then tested the possibility if there is a direct physical association between RFX5 and MED23. A Co-immunoprecipitation (Co-IP) assay in 293T cells co-transfected with tagged *RFX5* and *MED23* confirmed the interaction between MED23 and RFX5 (Fig. 7G). Consistently, endogenous MED23 (with a knock-in HA-tag) and RFX5 interacted in 293T cells (Fig. 7H). Antibody to another Mediator kinase subunit CDK8 can readily pull down RFX5 as well as Mediator components (Supplementary Fig. 7H). This evidence strongly supports that Mediator complex may control the activity of RFX5 through protein-protein interaction.

Collectively, our data suggest a model that the RFX5, a putative oncogenic transcription factor in HCC, binds to the newly-identified Enh enhancer region and cooperates with Mediator MED23 to control *IGF2* and *H19* expression, thereby promoting hepatocarcinogenesis (Supplementary Fig. 8).

## Discussion

Carcinogenesis involves genetic alterations that drive oncogene activation and tumor suppressor inactivation, ultimately disrupting transcriptional regulation. Over the past decades, multiple transcriptional regulators have been identified in HCC. For example, c-JUN has been shown to be selectively required during the early-stage of HCC development [37, 49] whereas ATF4 mitigates hepatocyte death under stress by inhibiting ferroptosis, thereby delaying HCC progression [50]. However, targeted or pharmacological inhibition of transcription factors has proven challenging, possibly due to their indispensable roles in normal organ function. In contrast, transcriptional cofactors present promising therapeutic opportunities. Notably, the steroid receptor coactivator (SRC) stimulator MCB-613 selectively induces cancer cell death by disrupting cellular homeostasis [51]. Considering the pivotal role of Mediator MED23 in hepatic metabolic disorders and liver fibrosis, which are strongly associated with hepatocarcinogenesis, this study identified MED23 as a novel regulator of liver cancer development in murine models and human cancer cells. Mechanistic investigations revealed that MED23 supports the chemical-induced HCC progression by suppressing ROS-mediated cell death and promoting compensatory proliferation. Integrative analysis has therefore established the key importance of the MED23-IGF2-NQO1 axis in liver cancer development, suggesting potential targets for therapeutic intervention. Although MED23 may regulate other downstream signaling pathways, our findings provide functional evidence linking it to IGF2 and NQO1 regulation in liver cancer. Further studies should further clarify the specific contributions of these pathways to hepatocarcinogenesis.

The Mediator complex serves as an indispensable transcriptional coactivator [29]. Emerging evidence suggests that specific Mediator subunits exhibit cancer-specific dysregulation, potentially shaping tumor transcriptomes [40]. Perner’s group systematically mapped Mediator components across malignancies, identifying CDK19 and CDK8 as prostate cancer-specific regulators of metastatic behavior [52, 53]. In addition to CDK8, the specific effect of MED1 in liver cancer has also been reported. Reddy’s group revealed that there was a paradoxical selection for MED1+ tumor cells in MED1-deficient livers during chemical-induced hepatocarcinogenesis [54], a phenomenon mirroring our observations in *med23*^Δli^ models. These models collectively indicate that hepatocyte resistance to transformation depends on intact Mediator components, although the molecular mechanisms governing MED1 and MED23 functions appear to operate through distinct pathways. Of note, it is well-established that MED1 can regulate multiple biological processes through distinctive interactions with different nuclear receptor family members (e.g., AR, ER), whereas MED23 is primarily targeted by MAPK-activated transcription factors (e.g., Elk1, Ets1). In the future, dissecting the shared and distinctive mechanisms of MED1 vs MED23 in directing chemical-induced HCC could be further explored.

Using in vivo and in vitro systems, we previously demonstrated that MED23 deletion negatively impacts key monocyte chemotaxis gene signatures, leading to enhanced hepatic stellate cells (HSCs) activation and excessive extracellular matrix (ECM) deposition [36]. Additionally, while MED23 knockout inhibits lung cancer cell proliferation in vitro [55], it paradoxically downregulates MHC class I subunit B2M in vivo, facilitating immune evasion and tumor progression [56]. These findings underscore the sophisticated functions of MED23 and emphasize the necessity of investigating its tissue-specific phenotypic effects. In this study, ChIP-seq analysis revealed that MED23 colocalizes with active histone marks and transcription factors, suggesting its role in transcriptional activation. Notably, MED23 depletion led to diminished enhancer activity and reduced IGF2/H19 expression, reinforcing the concept that enhancer-promoter interactions rely on transcription factors (TFs), Mediator, and cohesin recruitment [57, 58]. Regarding the involvement of enhancer-promoter looping regulators, Paxillin, a focal adhesion protein, has been implicated in enhancer-promoter looping at IGF2/H19 regulatory elements, underscoring the structural complexity of transcriptional regulation [59]. A recent work in breast cancer also demonstrated that high-order assemblies of transcription factors, such as ERα and GATA3, can trigger genome-wide enhancer reprogramming, thereby promoting tumor phenotypic plasticity and therapy resistance [60]. In our case, Regulatory Factor X5 (RFX5), a winged-helix transcription factor essential for MHCII gene regulation [61, 62], was significantly enriched in the IGF2/H19 enhancer region, with ChIP-seq analysis revealing a substantial overlap (47.7%) between RFX5 and H3K27ac peaks. RFX5 knockdown reduced IGF2/H19 enhancer activity, suggesting its role in promoting enhancer function. Given the well-established oncogenic role of IGF2 in HCC [23], these findings indicate that MED23 and RFX5 act as key coregulators, facilitating IGF2/H19 expression through enhancer regulation. Additionally, as the Mediator complex has been identified as a transducer of activating non-coding RNAs (ncRNAs) [63], future research on whether MED23 orchestrates eRNA transcription to further elucidate its mechanistic role in enhancer regulation should be rather interesting. This observation aligns with recent studies showing that Mediator-regulated enhancer-promoter loops orchestrate lineage-specific transcriptional programs in cancer [64]. Overall, we propose a mechanistic model, in which Mediator MED23 acts as a key regulator and coordinates with RFX5, eRNAs, and Pol II transcriptional machinery to modulate enhancer activity for IGF2/H19 transcription (Supplementary Fig. 8).

Taken together, our findings highlight the critical role of MED23 in HCC and provide a mechanistic framework linking MED23 to hepatic enhancer regulation. Given its functional specificity, liver-directed MED23 inhibition emerges as a compelling strategy for combating both obesity and hepatocarcinogenesis.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Figure S8

aj-checklist.

Supplementary figure legend and Table

western

## Data Availability

All relevant data are available within the article and its supplementary information files or can be obtained from the corresponding author upon reasonable request. The RNA-seq and ChIP-seq data have been deposited in the GEO database under accession number GSE295431, GSE295432.

# Supplementary material for: Targeting MED23 inhibits hepatocellular carcinoma development by suppressing compensatory proliferation and facilitating ROS-mediated cell death
**Source:** Cell Death Dis. 2025 Dec 24;17(1):131. doi: 10.1038/s41419-025-08348-8
**Supplement:** Supplementary file 10 — Supplementary figure legend and Table

**Figure legend**

**Supplementary Fig. 1 MED23 is upregulated in human HCC tumors and regulates proliferation and apoptosis of HCC cells.** (A) Relative *MED23* expression levels in human HCC tumor and adjacent non-tumor samples from the public datasets including GSE17856 (Non-tumor, n = 40; Tumor, n = 40) and GSE36376 (Non-tumor, n = 193; Tumor, n = 240). (B) Tong cells transduced with retroviral shCtrl or shMED23 were plated and incubated with EdU, and then stained. Representative results were shown. (C) Tong cells transduced with retroviral shCtrl or shMED23 were subjected to PI/AnnexinV staining to detect apoptotic cells, and representative results were shown. Data are presented as mean ± SEM. The Shapiro-Wilk test was applied to test the data for normality. Statistical significance was determined using unpaired Student’s t-test. ****P* < 0.001.

**Supplementary Fig. 2 Analysis of liver cancer development in *med23*^f/f^ and *med23*^Δli^ mice after long-term administration of DEN.** (A) Analysis of liver weight, body weight, and liver/body weight in untreated (normal) or DEN-treated mice at 9 months of age (DEN9m, *med23*f/f, n = 11, *med23*^Δli^, n = 12; Normal, *med23*f/f, n = 9, *med23*^Δli^, n = 12). (B) Immunoblot analysis of MED23, γ-TUBULIN, β-ACTIN and GAPDH in tumor (T) and non-tumor (N) liver tissues from DEN-injected mice as well as liver tissues from untreated (normal) mice. Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s t-test. **P* < 0.05, ****P* < 0.001.

**Supplementary Fig. 3 Analysis of liver cancer development in *med23*^f/f^ and *med23*^Δli^*** mice after DEN administration.** (A) Immunoblot analysis of MED23, γ-TUBULIN, β-ACTIN and GAPDH in liver, spleen, heart, kidney, lung, and muscle tissues from *med23*^f/f^ and *med23*^Δli^*** mice. (B) Analysis of body weight, liver/body weight, ALT, and AST in *med23*^f/f^ and *med23*^Δli^*** mice 2 weeks or 2 months after Poly(I:C) injection. (C) Liver sections from *med23*^f/f^ and *med23*^Δli^*** mice 2 weeks or 2 months after Poly(I:C) injection were stained with H&E, and representative pictures were shown. (D) Analysis of liver weight, body weight, and liver/body weight in untreated (normal) or DEN-treated *med23*^f/f^ and *med23*^Δli^*** mice at 9 months of age (DEN9m, *med23*f/f, n = 7, *med23*^Δli^***, n = 8; Normal, *med23*f/f, n = 4, *med23*^Δli^***, n = 5). Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s t-test. ***P* < 0.01.

**Supplementary Fig. 4 *Med23* ablation leads to increased apoptosis but compromised compensatory proliferation during initiation stage of DEN induction.** (A-B) Relative expression levels of *Med23*, *c-Jun*, and *c-Fos* in liver tissues after DEN injection. The expression was normalized to *β-Actin* (n = 7-10 per group)*.* (C) Representative liver sections (96 hours after PH) of *med23*f/f and *med23*^Δli^ mice that were immunochemically stained with Ki67 and percentages of positive cells were quantified (n = 3 per group). (D) Analysis of liver/body weight in *med23*^f/f^ and *med23*^Δli^ mice 48 hours or 96 hours after PH (n = 3-5 per group). (E) Analysis of ALT and AST in *med23*^f/f^ and *med23*^Δli^ mice 96 hours after PH (n = 3 per group). Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s t-test. **P* < 0.05, ****P* < 0.001.

**Supplementary Fig. 5 *Med23*^Δli^ livers exhibit increased ROS accumulation and reduced NQO1 protein.** (A) Primary liver cells of *med23*^f/f^ and *med23*^Δli^ mice 48 hours after acute DEN injection were stained with CM-H2DCFDA (left panels), and statistical analysis of CM-H2DCFDA-positive cells is presented (right panels) (n = 4 per group). (B) Tong cells transduced with retroviral shCtrl or shMED23 were stained with CM-H2DCFDA (left panels), and statistical analysis of CM-H2DCFDA-positive cells is presented (right panels). (C) Representative views of NQO1 staining of Tong cells transduced with retroviral shCtrl or shMED23. (D) Immunoblot analysis of MED23, NQO1, and β-ACTIN in HepG2 cells transduced with retroviral shCtrl or shMED23. (E) Relative expression levels of *Nqo1*, *HO-1*, and *NRF2* in liver tissues from *med23*^f/f^ and *med23*^Δli^ mice at indicated time after DEN treatment (n = 4-7 per group). (F) Relative expression levels of *MED23* and *NQO1* in Tong and HepG2 cells transduced with retroviral shCtrl or shMED23 (n = 3 per group). (G) Relative *NQO1* expression level in human HCC tumor and adjacent non-tumor samples. (H) Predicting the 5-year overall survival of HCC patients according to the expression level of *NQO1* (https://kmplot.com). Data are presented as mean ± SEM. The Shapiro-Wilk test was applied to test the data for normality. Statistical significance was determined using unpaired Student’s t-test. ***P* < 0.01, ****P* < 0.001.

**Supplementary Fig. 6 IGF2/IGF1R signaling pathway was compromised after *Med23* ablation.** (A) Volcano plots depict gene expression changes between livers of *med23*^f/f^ and *med23*^Δli^ 48 hours after DEN treatment. IGF2, IGF1, and other factors were added in the proper position. (B) Relative expression levels of *H19* in liver tissues from *med23*^f/f^ and *med23*^Δli^ mice at indicated time after DEN treatment (n = 6-9 per group). (C) *Med23*^f/f^ and *med23*^Δli^*** mice 9 months after DEN treatment were injected with one single PolyIC to delete *Med23*. Then 1 week later, the relative expression levels of *Med23*, *Igf2, H19*, *Igf1* in liver tumor or adjacent tissue were measured (n = 4-6 per group). (D) Equal numbers of shCtrl or shMED23 Tong cells transduced with retroviral *mIgf2* were seeded into 6-well plate. The cells were washed with PBS and stained with crystal violet after cultured for 5 days. Representative pictures were shown. (E) Co-expression analyses between MED23 and IGF2/H19 in 360 HCC patients/samples (https://www.cbioportal.org). (F) Immunoblot analysis of p-IGF1R, IGF1R, p-AKT(S473), AKT, NQO1, and GAPDH in Huh-7 cells treated with IGF1R inhibitor Linsitinib or BTZ/Baf A1. Data are presented as mean ± SEM. Statistical significance was determined using unpaired Student’s t-test. **P* < 0.05, ***P* < 0.01.

**Supplementary Fig. 7 MED23 controls *IGF2* expression by modulating its enhancer function.** (A) Analysis of H3K27ac, RFX5, FOXA1, and HNF4A ChIP-seq binding peak in HepG2 cells from ENCODE. (B) Relative quantification of the binding density of Enh peak shown in (Fig. 7A). (C) Representative picture of Sanger sequencing of PCR products of sgCtrl and sgKO-Enh samples in Tong cells. (D) Bioinformatics prediction of the potential binding transcription factors that binding to the Enh peak. (E) Overlap between RFX5-bound peaks and H3K27ac peaks genome-wide according to ChIP-seq data of HepG2 cells from the ENCODE project. (F) Relative expression levels of *RFX5*, *IGF2*, and *H19* in RFX5 knockdown HepG2 cells (n = 3 per group). (G) Relative expression levels of *RFX5*, *IGF2*, and *H19* in transient RFX5 overexpressed Tong cells (n = 3 per group). (H) Physical interaction between endogenous RFX5 and Mediator complex. Co-IP experiment was performed in Tong cells, and whole cell lysate was used for immunoprecipitation with anti-CDK8 antibody, followed by detection with indicated antibodies by western blot.

**Supplementary Fig. 8 A schematic model for Mediator MED23 in regulating IGF2/IGF1R signaling and NQO1 expression, and contributing to HCC development.**

**Supplementary Table S1. The sequences of siRNA oligonucleotides.**

| siRNA | sense (5’-3’) | antisense (5’-3’) |
| --- | --- | --- |
| siCtrl | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |
| RFX5-Homo-#1 | GCAUAAGGAGGAAGACCUUTT | AAGGUCUUCCUCCUUAUGCTT |
| RFX5-Homo-#2 | CCUUAUCCCAGGAGCAUAATT | UUAUGCUCCUGGGAUAAGGTT |

**Supplementary Table S2. Primer sequences used in the RT-PCR analysis**

**(mouse).**

| Primer name | Sequence (5’-3’) |
| --- | --- |
| *Enh*-1-F | GTTACCGTGGAGGTGCTTGT |
| *Enh*-1-R | ACTGTCCTTGTTCCCACAGG |

F: forward primer, R: reverse primer.

**Supplementary Table S3. Primer sequences used in the RT-PCR analysis**

**(human).**

| Primer name | Sequence (5’-3’) |
| --- | --- |
| *Med23*-F | TCGGAAAATCATTGGAGGAG |
| *Med23*-R | CAATAGGCAGGCATTTCGTT |
| *c-Fos-*F | CCAGTCAAGAGCATCAGCAA |
| *c-Fos-*R | AAGTAGTGCAGCCCGGAGTA |
| *c-Jun-*F | TCCCCTATCGACATGGAGTC |
| *c-Jun-*R | TGAGTTGGCACCCACTGTTA |
| *Cd45-*F | CCAGCAGACAGGGTTGTTCT |
| *Cd45-*R | CGGGATAGATGCTGGCGATG |
| *Tnfa-*F | CGTCAGCCGATTTGCTATCT |
| *Tnfa-*R | CGGACTCCGCAAAGTCTAAG |
| *Il-6-*F | CTGCAAGAGACTTCCATCCAG |
| *Il-6-*R | AGTGGTATAGACAGGTCTGTTGG |
| *Il1β-*F | GCCCATCCTCTGTGACTCAT |
| *Il1β-*R | AGGCCACAGGTATTTTGTCG |
| *Ifnγ-*F | AACGCTACACACTGCATCT |
| *Ifnγ-*R | GAGCTCATTGAATGCTTGG |
| *Ccl5-*F | GCTGCTTTGCCTACCTCTCC |
| *Ccl5-*R | TCGAGTGACAAACACGACTGC |
| *Afp*-F | GCCATGAAGTGGATCACACC |
| *Afp*-R | CTCCTCGGTGGCTTCCGGAA |
| *Col3a1*-F | GGGGACCAGGGCGACCACT |
| *Col3a1*-R | CAGGTGAACCCGGCAAGAACG |
| *Serpine1*-F | ATCGAGGTAAACGAGAGCGG |
| *Serpine 1*-R | CCACTGTCAAGGCTCCATCA |
| *Igf1*-F | CTCTTCTACCTGGCGCTCTG |
| *Igf1*-R | GCAACACTCATCCACAATGC |
| *Igf2*-F | GTGCTGCATCGCTGCTTAC |
| *Igf2*-R | ACGTCCCTCTCGGACTTGG |
| *H19*-F | GTGTCACCAGAAGGGGAGTG |
| *H19*-R | AGTGCCTCATGGGAATGGTG |
| *NQO1*-F | AGGATGGGAGGTACTCGAATC |
| *NQO1*-R | AGGCGTCCTTCCTTATATGCTA |
| *NRF2*-F | TCTTGGAGTAAGTCGAGAAGTGT |
| *NRF2*-R | GTTGAAACTGAGCGAAAAAGGC |
| *HO-1*-F | AAGCCGAGAATGCTGAGTTCA |
| *HO-1*-R | GCCGTGTAGATATGGTACAAGGA |
| *Actin*-F | CTGGCTGGCCGGGACCTGACA |
| *Actin*-R | ACCGCTCGTTGCCAATAGTGATGA |

F: forward primer, R: reverse primer.

**Supplementary Table S4. Primer sequences used in the ChIP-qPCR analysis.**

| Primer name | Sequence (5’-3’) |
| --- | --- |
| *MED23*-F | GGGGGTCAGCAACTCAATAA |
| *MED23*-R | GCTCTGGGGAATTTTCCTTC |
| *IGF1*-F | TCTCTGAATCTTGGCTGCTG |
| *IGF1*-R | TTGGTGTGCTTCTTGACGAC |
| *IGF2*-F | GTGGCATCGTTGAGGAGTG |
| *IGF2*-R | CACGTCCCTCTCGGACTTG |
| *H19*-F | CGAGTGTGCGTGAGTGTGA |
| *H19*-R | GGCGTAATGGAATGCTTGA |
| *NQO1*-F | TTACTATGGGATGGGGTCCA |
| *NQO1*-R | TCTCCCATTTTTCAGGCAAC |
| *RFX5*-F | GATGAGCCTGATGCTAAGAGC |
| *RFX5*-R | GGGAGCTGAAGGTAGAGATACA |
| *ACTIN*-F | CTCCATCCTGGCCTCGCTGT |
| *ACTIN*-R | GCTGTCACCTTCACCGTTCC |

F: forward primer, R: reverse primer.

**Supplementary Table S5. The sequences of shRNA oligonucleotides.**

| shRNA | sequences |
| --- | --- |
| shCtrl | GTGCGCTGCTGGTGCCAAC |
| shMED23#a | GGAACAAACTGTATGGCTT |
| shMED23#b | GCAAGAGAGGTTATAGCAT |

# Supplementary material for: Targeting MED23 inhibits hepatocellular carcinoma development by suppressing compensatory proliferation and facilitating ROS-mediated cell death
**Source:** Cell Death Dis. 2025 Dec 24;17(1):131. doi: 10.1038/s41419-025-08348-8

Fig1C-MED23

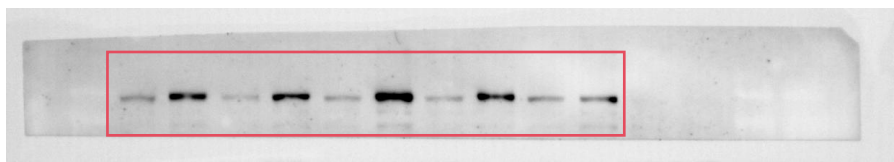

Fig1C- $\beta$ -ACTIN-GAPDH

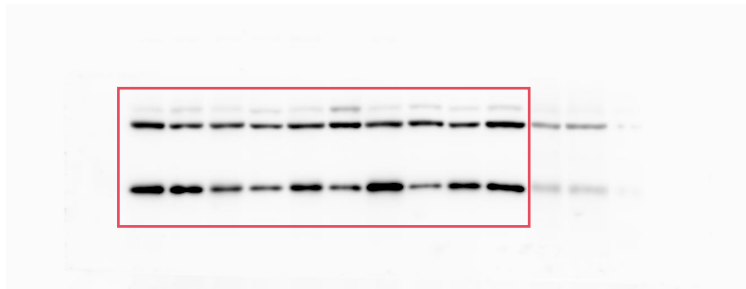

Fig1C- $\gamma$ -TUBULIN

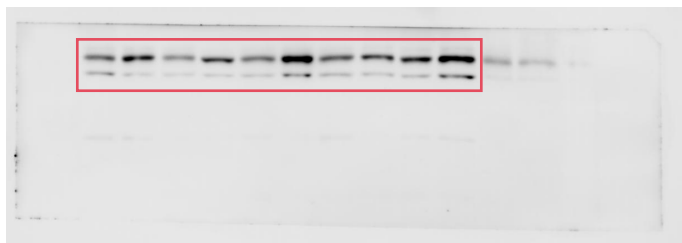

Fig1E-MED23

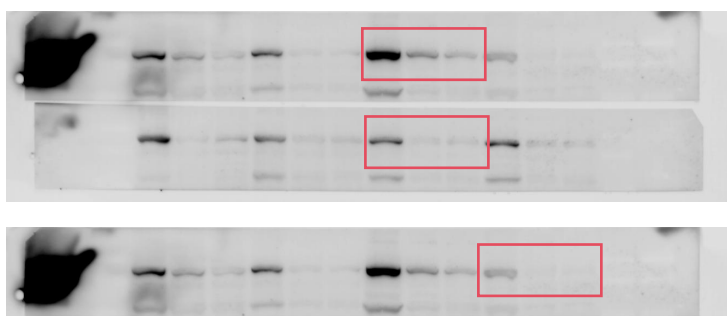

Fig1E- $\gamma$ -TUBULIN

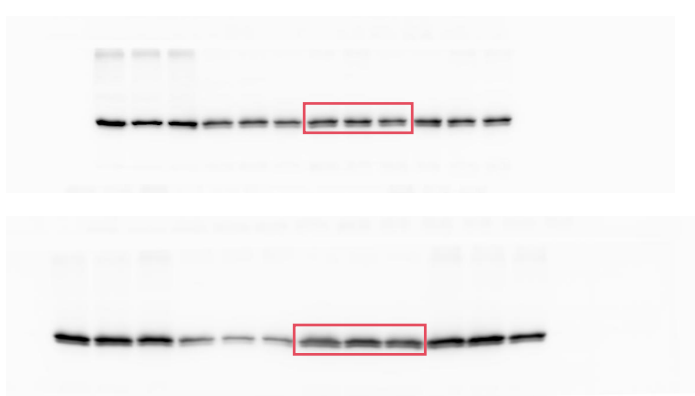

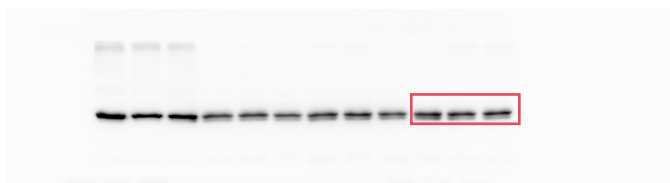

Fig4A-MED23

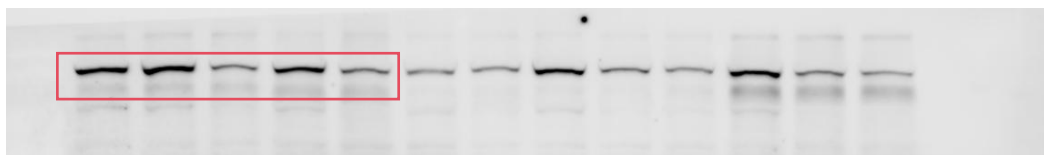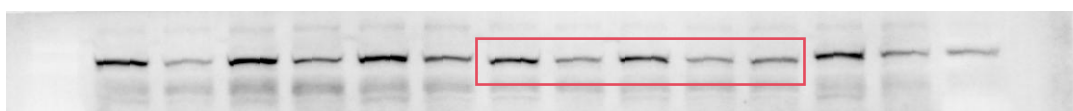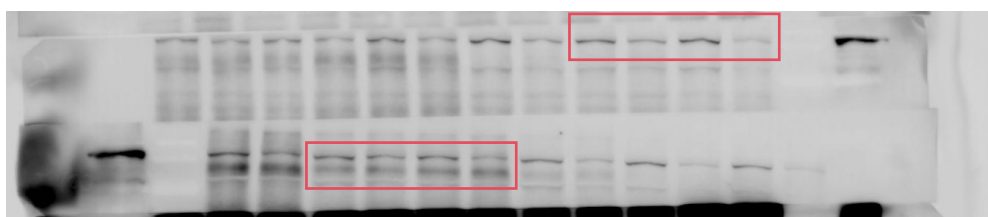

Fig4C- $\gamma$ -H2AX

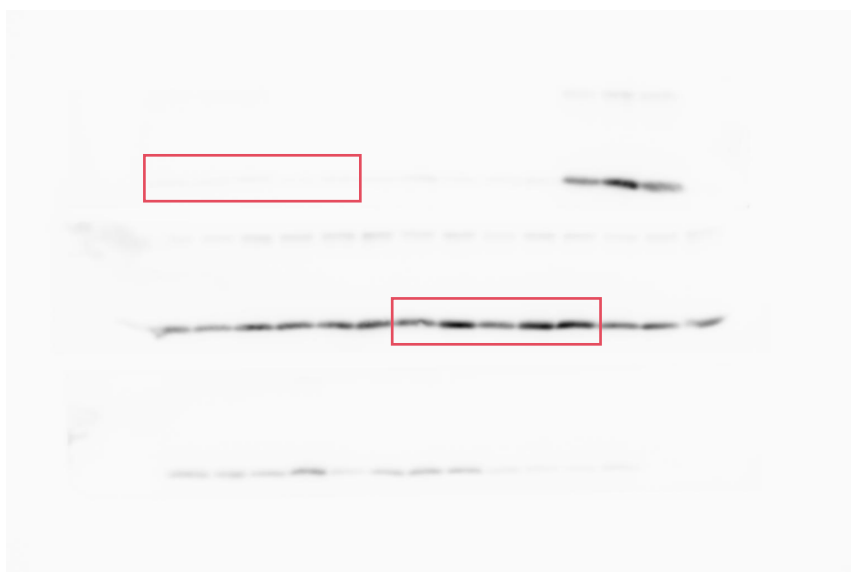

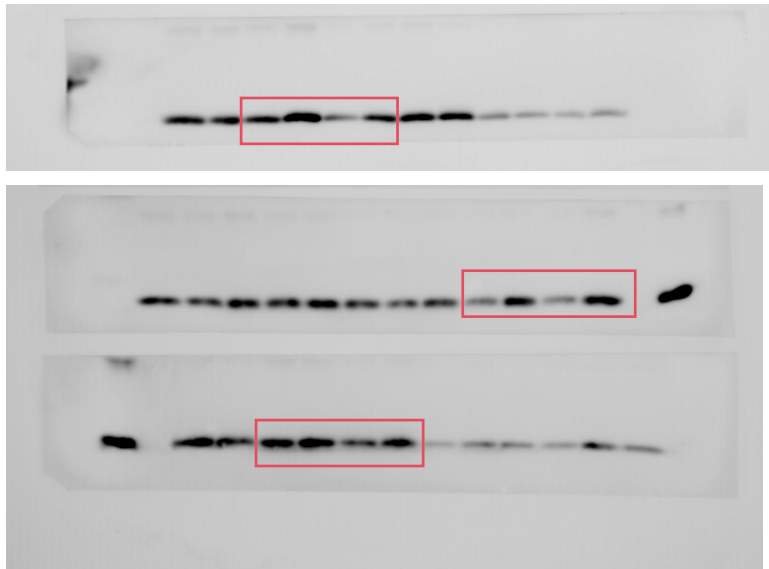

Fig4C-GAPDH

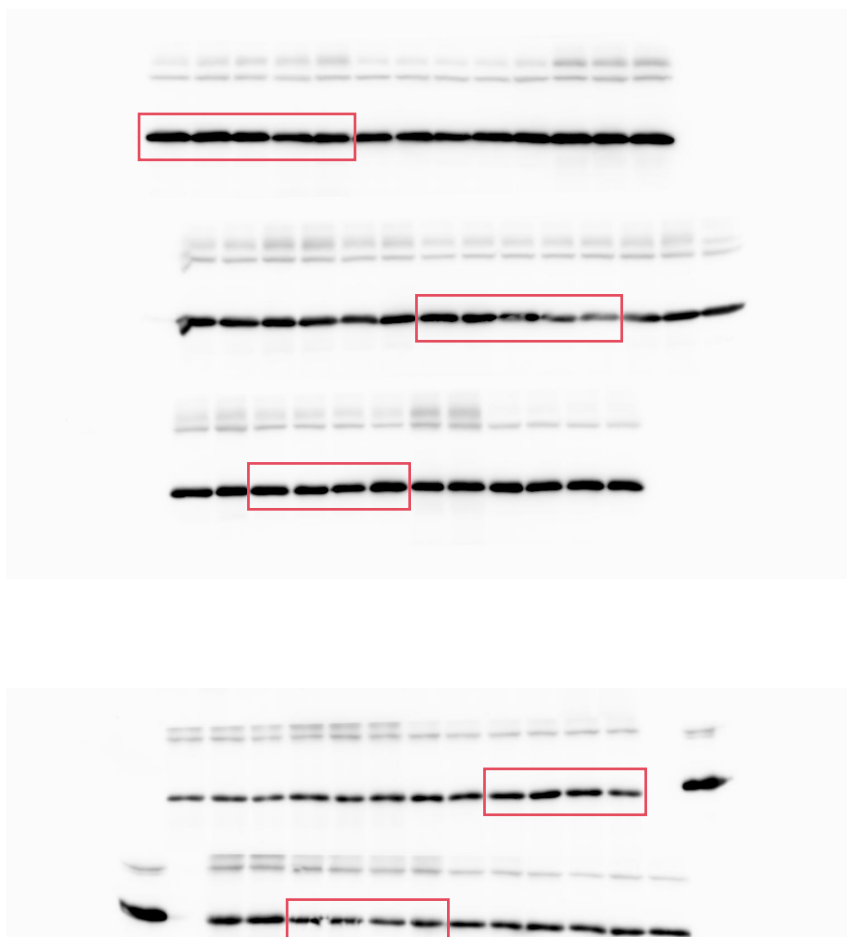

Fig4C-γ-TUBULIN

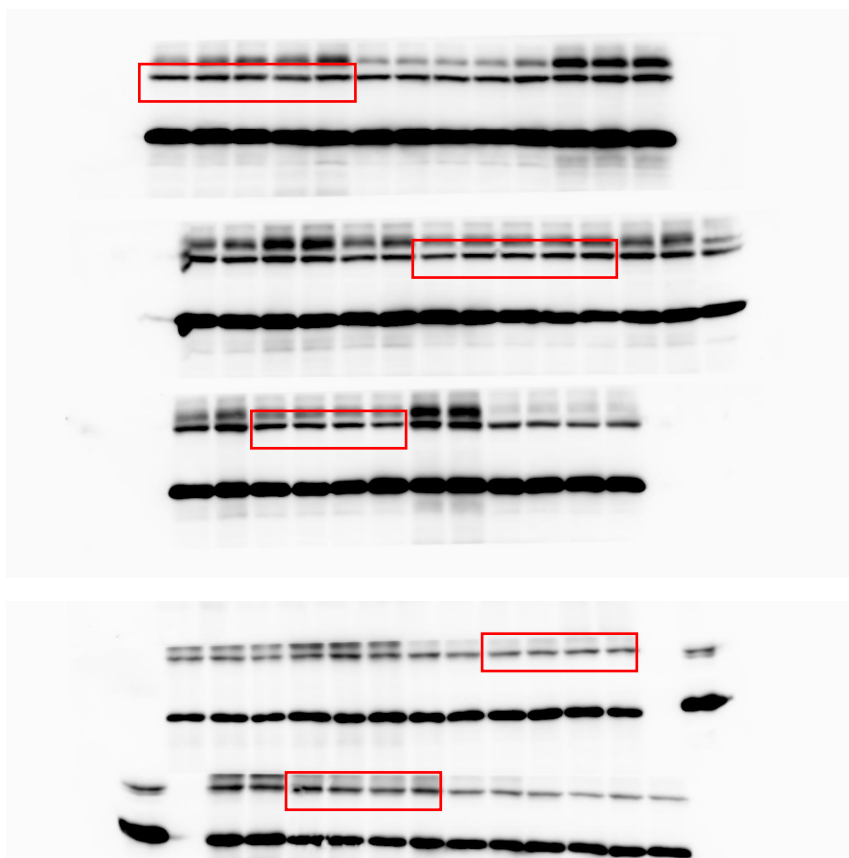

Fig5F-NQO1

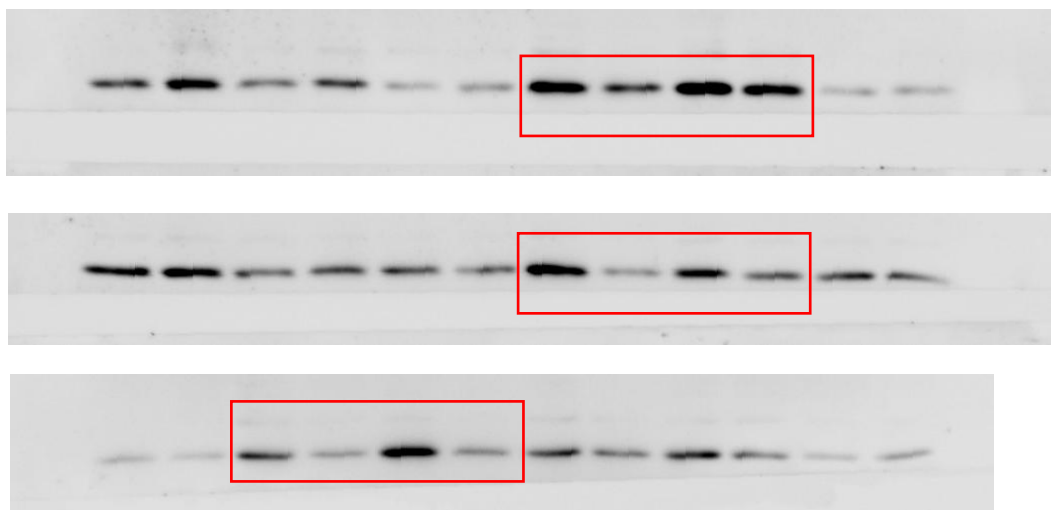

Fig5F-GAPDH

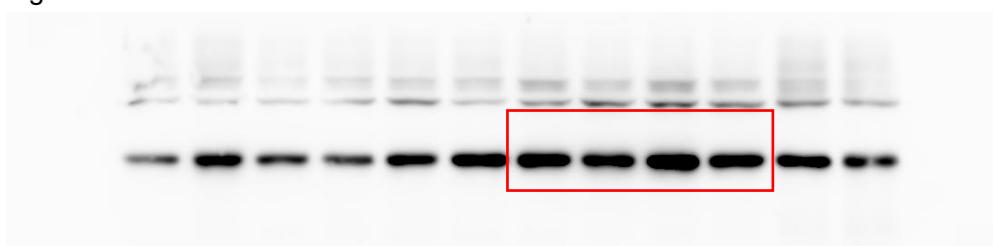

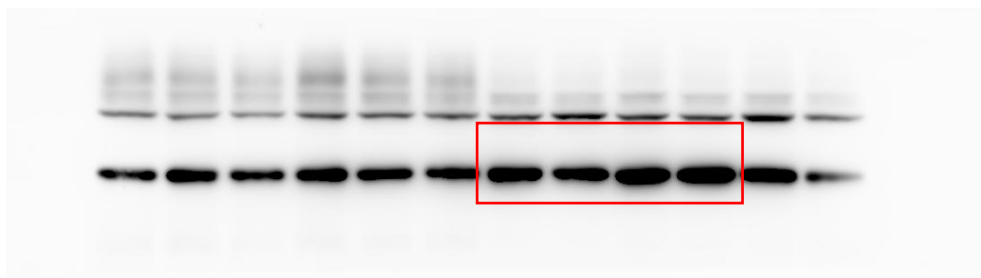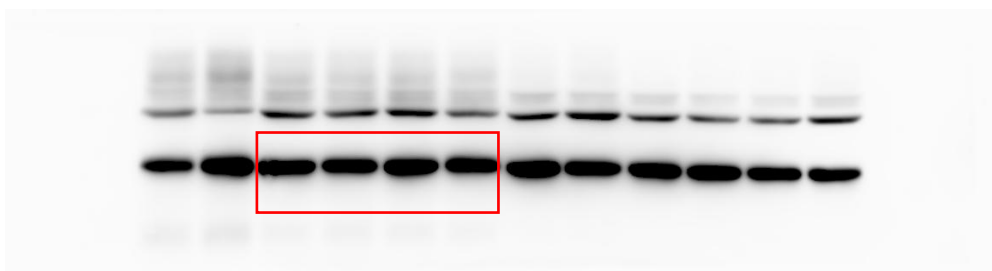

Fig5G-MED23

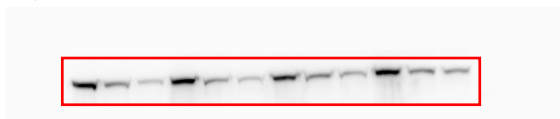

Fig5G-NQO1

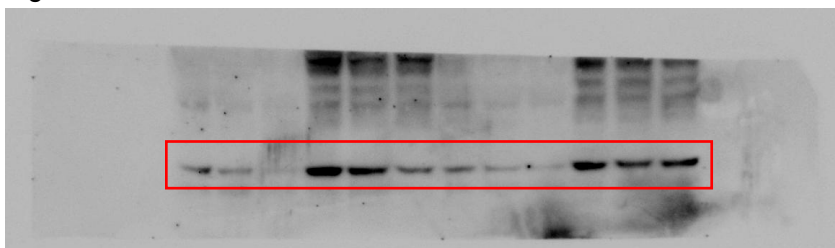

Fig5G- $\beta$ -ACTIN

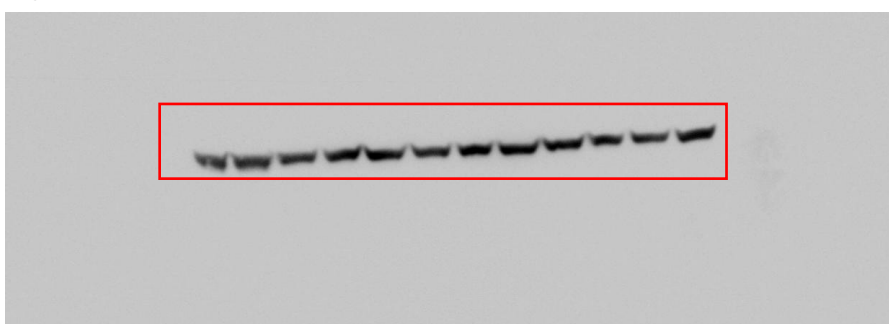

Fig6E-MED23

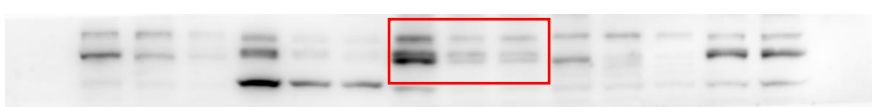

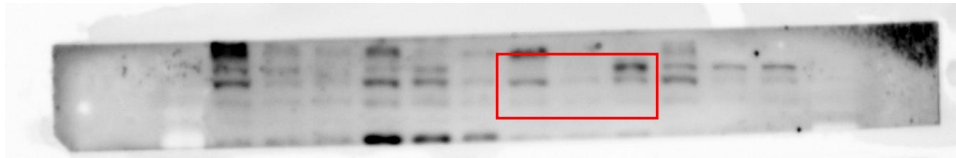

Fig6E-IGF2

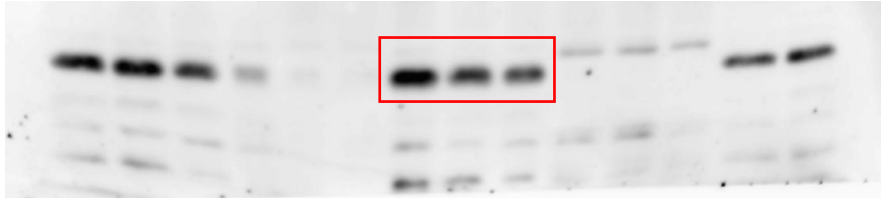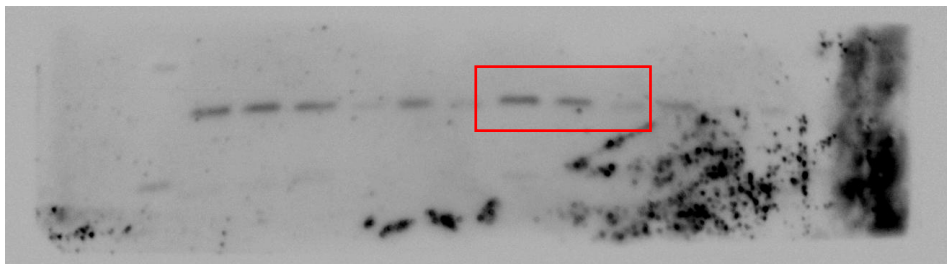

Fig6E- $\beta$ -ACTIN

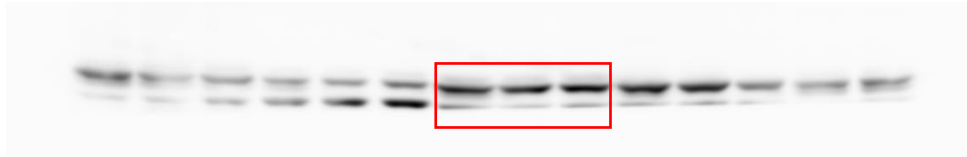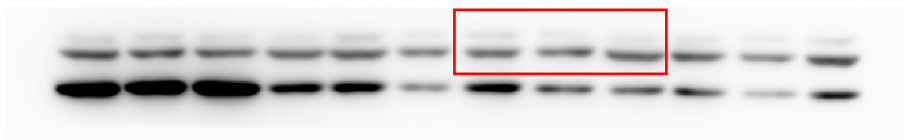

Fig6I-MED23

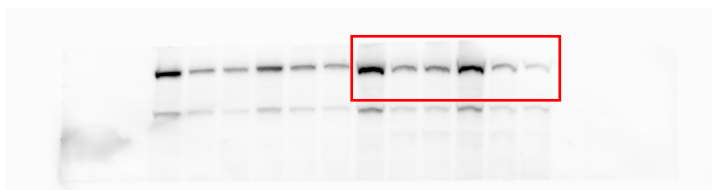

Fig6I-NQO1

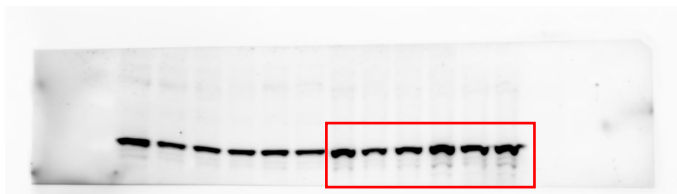

Fig6I-GAPDH

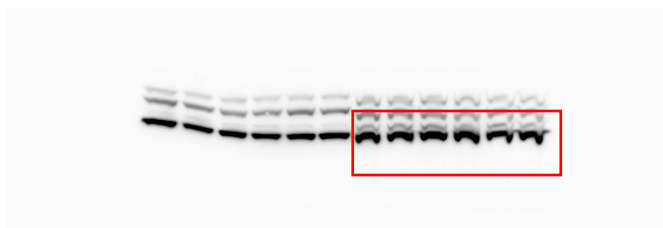

Fig6J-p-IGF1R

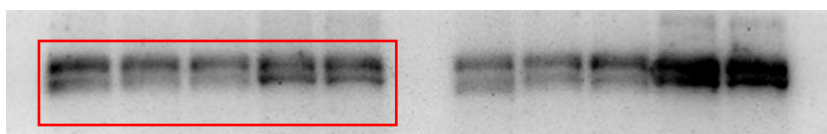

Fig6J-IGF1R

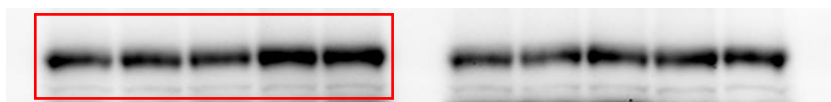

Fig6J-p-AKT

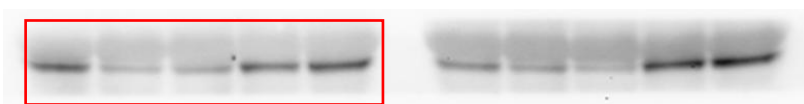

Fig6J-AKT

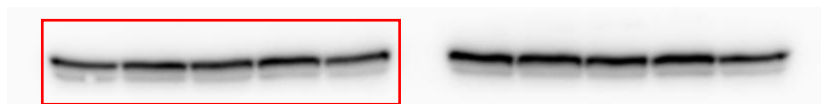

Fig6J-NQO1

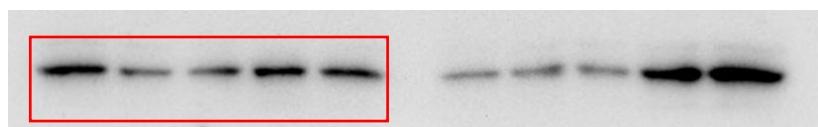

Fig6J-GAPDH

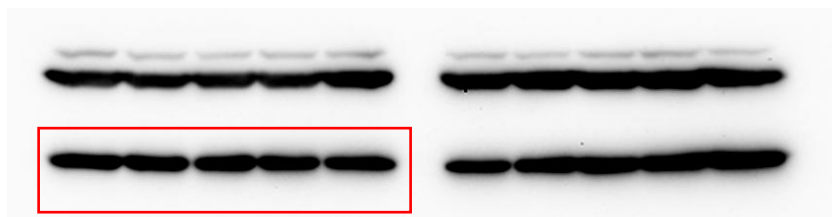

Fig7J-MED23

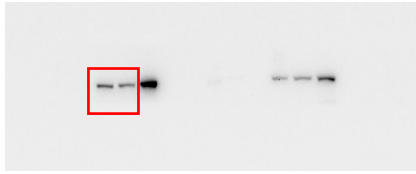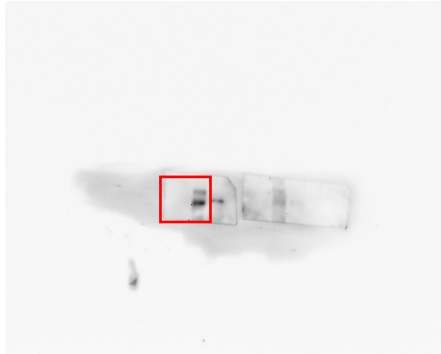

Fig7J-FLAG

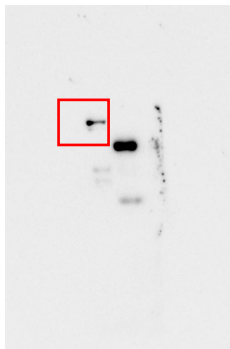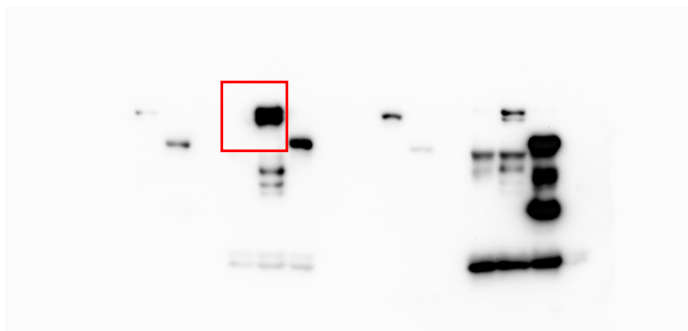

Fig7K-MED23

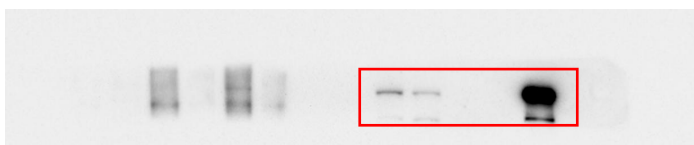

Fig7K-RFX5

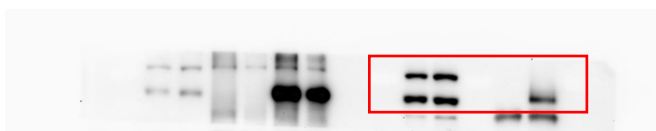

Fig7K-MED6

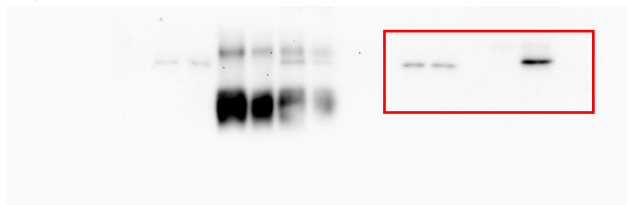

FigS2B-MED23

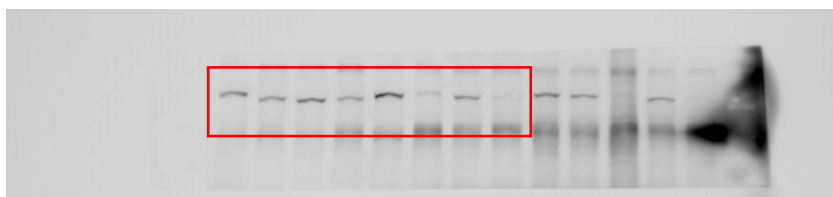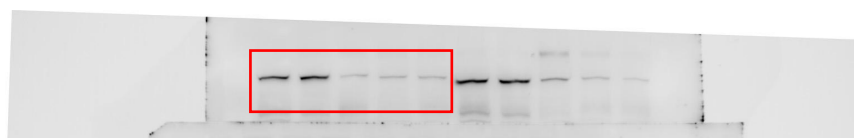

FigS2B- $\gamma$ -TUBULIN- $\beta$ -ACTIN-GAPDH

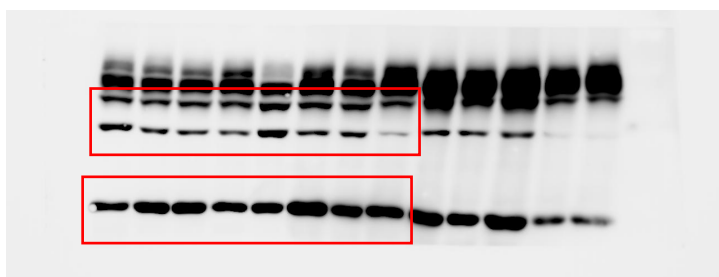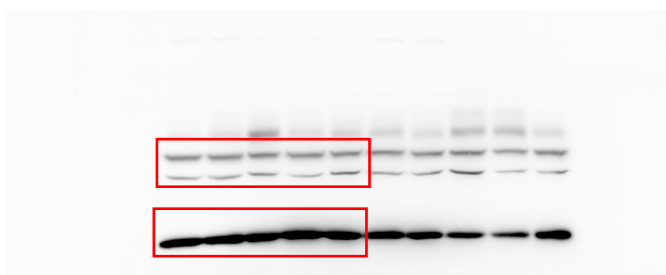

FigS3A-MED23

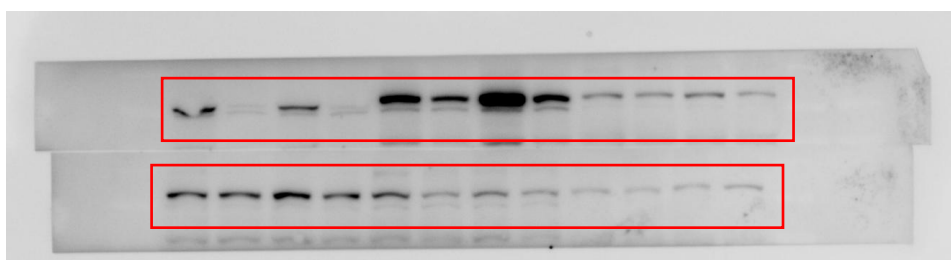

FigS3A- $\gamma$ -TUBULIN- $\beta$ -ACTIN

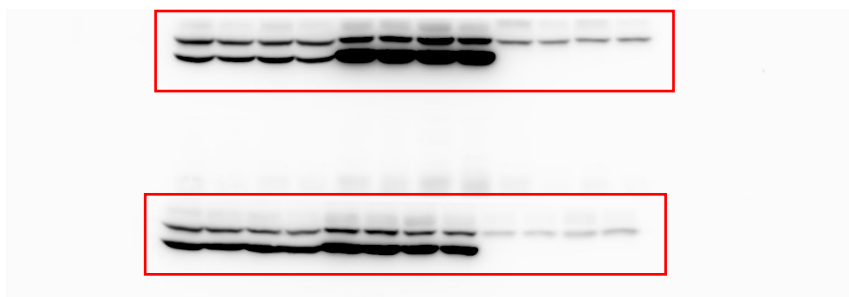

FigS3A-GAPDH

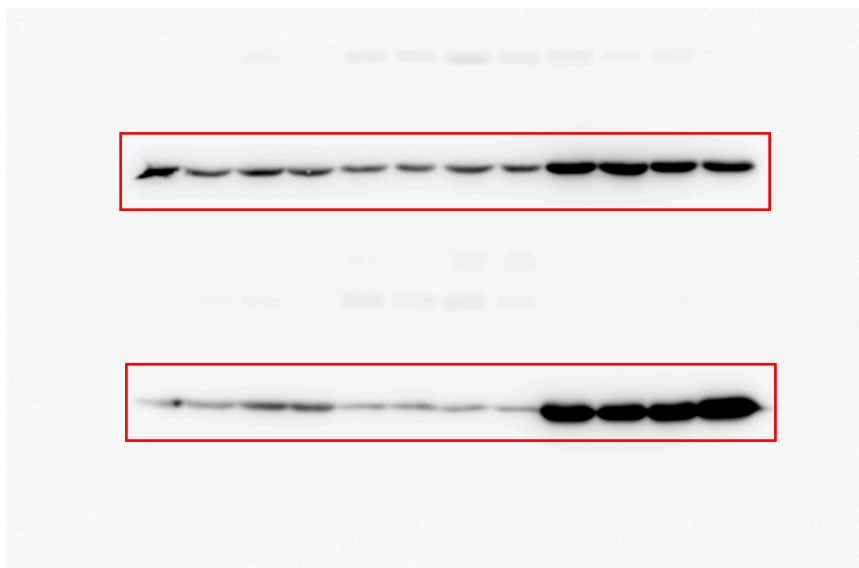

FigS5D-MED23

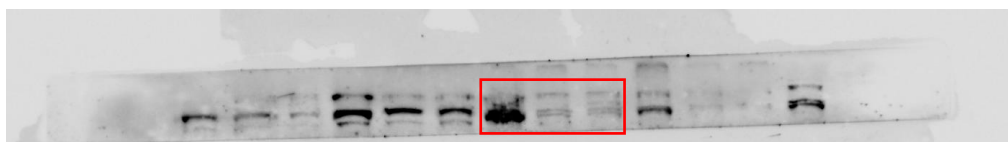

FigS5D-NQO1

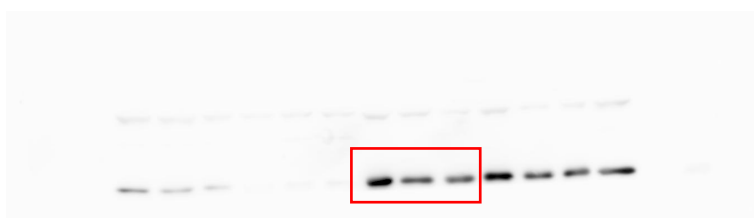

FigS5D- $\beta$ -ACTIN

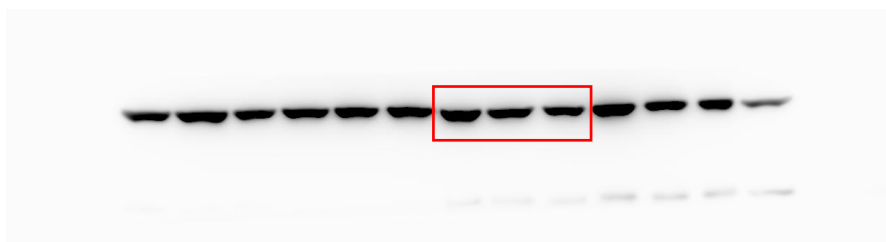

FigS6F-p-IGF1R

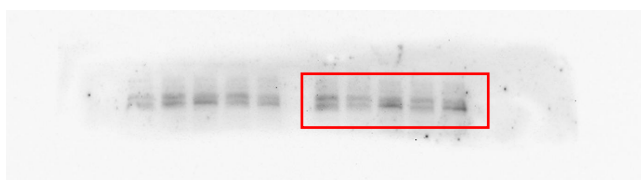

FigS6F-IGF1R

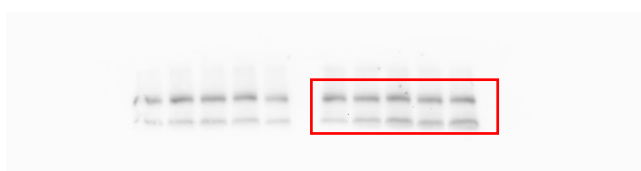

FigS6F-p-AKT

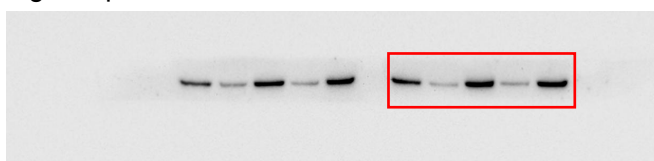

FigS6F-AKT

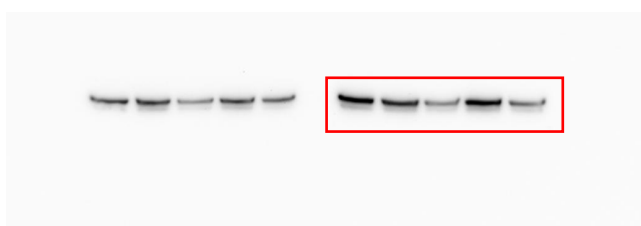

FigS6F-NQO1

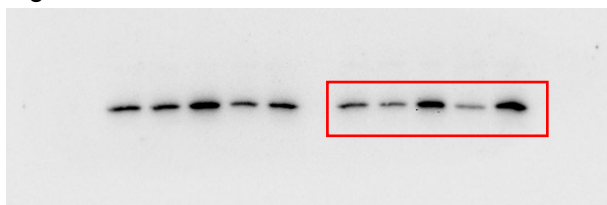

FigS6F-GAPDH

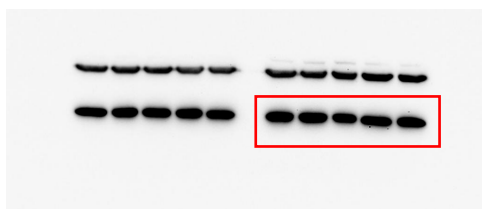

FigS7E-RFX5

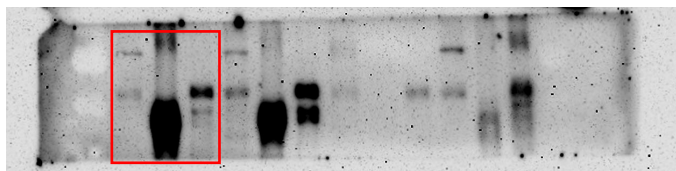

FigS7E-MED6

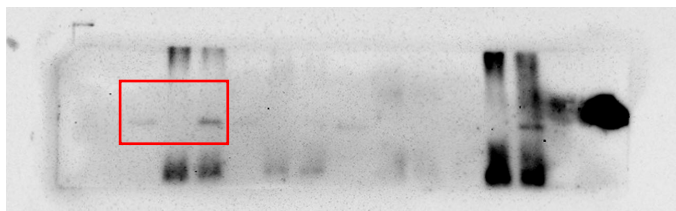

FigS7E-MED23

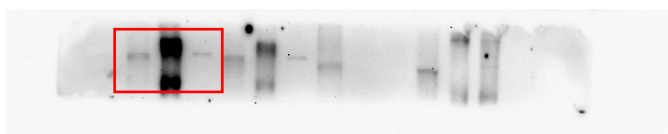

**Supplement:** Supplementary file 11 — western

How the deposited data were processed for this re-analysis (not part of the article)

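RNA-seq values of 8 livers were processed, 4 from *med23* Δli and 4 from *med23* f/f mice, collected 48 h after DEN. The authors prepared libraries from 150 ng of total RNA, sequenced them in pairs of 150-bp reads, mapped them to mm9 with TopHat at default parameters and kept uniquely mapped reads. They counted the reads on exons with a tool the paper calls deSeq, and deposited the values normalized to RPKM. The version of the tools and the gene annotation are not stated in the paper's text. The values are not scaled between livers, and each liver has its own column. The columns name the genotype together with a letter, an animal number and, in 4 of the 8, a further number that neither the labels nor the paper's text explains. None of these was taken as a replicate number, and each column was used as 1 liver of its genotype.

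The depth was recovered from the RPKM values. The ratio of a pair of columns is fixed when both hold 1 read, which gives the relative depth, and the scale is the largest one at which the implied exon lengths are whole numbers. The recovered depths were within 0.026 reads of a whole number. For each gene the smallest whole length up to 30000 bp that makes every value a whole number of reads was then taken. That length can be a divisor of the real one in genes with few reads, so their reads are the fewest that fit. On simulated values, the depth of all 8 libraries and the length of 99.77% of 11377 genes were recovered exactly.

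The names in the table are in alphabetical order, and were tested against the recovered lengths with GENCODE vM1 on NCBIM37. About the values of single genes, no statement is made from the names. For that reason the planned tests of *Med23*, *Igf1*, *Igf2*, *Fgf21*, *Vegfa* and *Hgf*, of oxidative phosphorylation genes and of other gene lists were not run. Other orders of the table (reversed, sorted without regard to case, shifted, and the orders of hash tables in common languages) were tried by hand and gave no relation to the lengths. The rule set for naming genes (those the paper names, and those with the largest changes past the threshold) could be applied only to the listed names, which appear here as listed names.

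Genes with a mean of at least 0.5 RPKM over the 8 livers were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend) on log2(RPKM + 1), with genotype as the only term and Benjamini-Hochberg adjustment at 0.05. Fold changes on that scale understate the change of low genes. Where the 1.5-fold threshold was added to an adjusted limma p, it was applied to the fold change of that limma fit. The count past 1.5-fold used the ratio of group mean RPKM with no pseudocount and no test, and a gene with a group mean of 0 counted as past it. In simulated reads for the real genes and depths, limma called 95 of 100 genes changed 4-fold and 56 of 100 changed 2-fold, with 12 genes called among the 11181 unchanged. In a separate simulation with only 1.5-fold changes it called 0 of 200, of which 116 had an unadjusted p under 0.05. The simulated dispersion was set at 0.05 and not fitted, and pairs of livers were not simulated. When no gene was changed, 2 were called. Single values were compared with exact permutation tests over all 70 assignments of the labels. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

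The alternatives were other pseudocounts, other filters, scaling by the median ratio, quantile normalization, no variance trend, group medians, an unadjusted p threshold and leaving out each liver. A block of neighbouring animal numbers, limma-voom on the recovered reads, thinning of the reads to the lowest depth and a fit to all genes above 0 RPKM in any liver were added after the data were examined. The alternatives that need counts as deposited or replicate numbers were not run.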

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

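The tests in this part were chosen after the values were seen. Among 10 groups of 4 values (5 measures of the libraries in each genotype), 2 had a liver far from the others, where chance gives 0.5. The measures were the depth, the share of it on listed genes, the number of genes above 0, the highest value and the sum of the RPKM values. No biological explanation was tested for either.

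A *med23* Δli library had 12.8 M reads behind its RPKM values, while the other 3 had 8.73 to 9.28 M, a gap of 0.864 of the whole range. No difference in depth between genotypes was detected, with means of 9.98 ± 1.75 M (SD, n = 4) in *med23* f/f and 9.99 ± 1.87 M (SD, n = 4) in *med23* Δli livers (two-sided exact permutation p = 0.971). After all libraries were thinned to the lowest depth, 633 genes were past 1.5-fold in place of 583. Thinning also adds sampling noise to each thinned library, so an effect of uneven depth on that number cannot be told from it.

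A *med23* f/f liver had 41.6% of its reads on listed genes, while the other 3 had 40.8%, a gap of 0.957 of the range. Without the 10 genes of the highest mean, which held between 6.87% and 8.75% of the reads of a liver, the gap was 0.101 of the range, but the *med23* f/f shares then ran from 32.8% to 33.9%, a wider range of 1.11 points in place of 0.81. Whether a few genes with very high values account for the higher share cannot be told from this.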

How the results depend on the processing

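The alternatives were set before the data were examined, except the block, limma-voom, thinning and the fit without genes at 0 in every liver, which were chosen after seeing the data. For the count past 1.5-fold by the ratio of group means, 408 genes lower and 175 higher, more genes were lower than higher under each alternative run. Without a filter the counts were 2667 and 1442, where the many genes under 0.5 RPKM were past 1.5-fold more often (36.3% lower and 20.4% higher). With a mean of at least 1 RPKM they were 250 and 121, and with at least 5 RPKM 101 and 55. With a pseudocount of 1 they were 199 and 81, and with an unadjusted limma p under 0.05 they were 103 and 43. The cause of these other changes was not tested. Quantile normalization gave 325 and 242, which moved the share of higher genes from 30.0% to 42.7%. Scaling by the median ratio gave 366 and 210, group medians 470 and 233, and thinning to the lowest depth 430 and 203. Across the 8 counts that each left out one liver, from 406 to 641 genes were lower and from 154 to 341 higher.

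With limma, 1 gene was lower and 0 higher at an adjusted p under 0.05, where 193 and 112 genes had an unadjusted p under 0.05. The adjusted counts were the same with the 1.5-fold threshold added on the log2(RPKM + 1) scale. At an unadjusted p under 0.05 more genes were higher than lower with scaling by the median ratio (144 lower and 216 higher), quantile normalization (141 and 196) and a mean of at least 5 RPKM (67 and 73). Pseudocounts of 0.1 and 0.01, a mean of at least 1 RPKM, both scalings and thinning also gave 1 lower and 0 higher. Without a filter, over all 23284 genes, 1 gene was lower and 2 were higher, with 658 genes at an unadjusted p under 0.05. Of the called genes, 0 in either direction were past 1.5-fold on the log2(RPKM + 1) scale, which genes near 0 RPKM can hardly pass. With only the genes at 0 in every liver left out, a mean of at least 5 RPKM, no variance trend and limma-voom on recovered reads, 0 genes passed in either direction, with 527, 140, 307 and 286 genes at an unadjusted p under 0.05. Across the 8 fits that each left out one liver, from 0 to 1 genes were lower and 0 higher, with 212 to 788 genes at an unadjusted p under 0.05. A block of neighbouring animal numbers gave 9 lower and 4 higher, all past 1.5-fold on the log2(RPKM + 1) scale. The resemblance of those pairs is tested under the other observations. The 3 genes called without a filter depended on the genes at 0 in every liver, since 0 were called without those. The cause of the other changes was not tested. In simulated reads of the same depths, limma called 95 of 100 genes changed 4-fold, 56 of 100 changed 2-fold and 0 of 200 changed 1.5-fold, of which 116 had an unadjusted p under 0.05. The 1.5-fold genes were simulated apart from the others, so the sizes are not on equal terms. Power at the 1.5-fold threshold was low for 200 changed genes at the set dispersion, without pairs of livers.

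No paired analysis was possible by replicate number because the columns of the table carry none. Tests of named genes and gene lists, and their alternatives, were not run because the listed names were not those of the values, and the alternatives for deposited counts were not run because the table holds RPKM. The depth limits genes under 0.5 RPKM, where 10.5 to 16.8 reads or fewer stand behind a value at the median length.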

Differences from the paper's values

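The paper gives the sequencing yield as a median of 34.1 M reads per sample, and states that uniquely mapped reads, most of the raw reads, were used afterwards. The median number of reads by which the RPKM values are divided was 9.23 M. A yield and a divisor are different quantities, and the paper does not state which reads its divisor counts. None of the alternatives set before the data were examined bears on the 9.23 M.

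The paper's counts past 1.5-fold are 351 lower and 237 higher genes, against 408 and 175 here, within 1.5 times of each other. No setting gave both of the paper's counts exactly. The counts were 325 and 242 with quantile normalization, 366 and 210 with scaling by the median ratio, and 470 and 233 with group medians. Those from no filter (2667 and 1442), a mean of at least 5 RPKM (101 and 55), a pseudocount of 1 (199 and 81) and an unadjusted limma p under 0.05 (103 and 43) were more than 1.5 times from the paper's in both directions. With a mean of at least 1 RPKM, the 250 lower genes were within 1.5 times and the 121 higher genes were not.

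The legend of Fig. 5A calls the genes past the threshold significant, and with limma 1 gene had an adjusted p under 0.05. In simulated reads with a dispersion of 0.05, limma called 0 of 200 genes changed 1.5-fold, and 116 of the 200 had an unadjusted p under 0.05. In a separate simulation of larger changes it called 56 of 100 genes changed 2-fold and 95 of 100 changed 4-fold. The simulations differ in the genes changed and hold no pairs of livers. Power was thus low at 1.5-fold in the simulated setting, and its value in the real livers is not known. With a block of neighbouring animal numbers, chosen after seeing the values, 9 genes were lower and 4 higher at an adjusted limma p under 0.05. All were past 1.5-fold on the log2(RPKM + 1) scale. The paper states that *Igf1* and *Igf2* were lower in *med23* Δli livers. The table lists *Igf1* at 4.7 to 6.41 RPKM in *med23* f/f and 4.99 to 5.93 RPKM in *med23* Δli livers. It lists *Igf2* above 0 in 1 *med23* f/f liver, at 0.106 RPKM, and at 0 in the others. It lists *Hgf* above 0 in 1 liver of each genotype, *Fgf21* in 3 *med23* f/f and 2 *med23* Δli livers, and *H19* and *Nqo1* at 0 in every liver. The listed names were not those of the values, so these values bear on no statement about those genes.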

Other observations

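The tests in this part were chosen after the result was seen, except the count of splits at an adjusted p. The names in the table were unrelated to the values. The rank correlation across genes of the recovered length with the annotated exon length was -0.007. Exon length and longest transcript within that annotation had 0.967. No other annotation was compared, so this value alone does not exclude lengths of another kind. The listed values do not depend on the annotated lengths, and the 15 hepatocyte markers listed before the data were examined had a median of 1.11 RPKM, at percentile 77.6 of 10000 random lists of the same size. The columns followed each other closely across genes, with rank correlations from 0.953 to 0.972, so single columns were not displaced. The recovered length equalled an annotated length of the named gene for 7 genes, and for a median of 7 after 1000 shuffles of the names, which is consistent with names placed without regard to the values. Whether the values can be matched to genes by length was also tested. Of the same 15 markers, 1 had an annotated length equal to that of one of the 50 highest genes, and 2984 of 10000 random draws of 50 genes gave as many (permutation test, p = 0.3), so over this list the match was no more frequent than among random genes. The marker was *Alb*, whose only annotated transcript has 2043 bp, the recovered length of the highest gene. Among the 11381 genes with a mean of at least 0.5 RPKM, 2 have that length. This match was seen before it was tested.

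The counts between genotypes were set against the 35 splits of the 8 livers into 4 and 4. At an adjusted limma p under 0.05, 11 of the 35 splits gave at least the 1 gene of the genotype split, and the highest gave 21. For genes past 1.5-fold, 23 of the 35 splits gave at least the 583 of the genotype split, with a median of 658 and a highest of 1564. Apart from the genotype split itself, the other 22 each kept at least 2 pairs of livers with neighbouring animal numbers together, which the genotype split parts. Among the 8 splits that part all 4 such pairs, the genotype split gave the most, 583 against 339 to 478, so the comparison depends on which splits are allowed. The columns carry no replicate number, so splits could not be chosen by same-numbered livers.

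The column names carry animal numbers, and the livers of the genotypes were paired so that the numbers of each pair are nearest to each other. After the group means were removed, livers with neighbouring numbers deviated together across genes, with correlations of 0.42, 0.54, 0.71 and 0.23. Their sum of 1.9 was the largest of the 24 ways to pair the livers, and the next was 1.16. These pairs were also the closest in depth (rank 1 of 24). After thinning to the lowest depth the sum was 1.83 and still of rank 1, but thinning adds independent noise and leaves what else goes with depth, so this does not exclude a cause linked to depth. Scaling by the median ratio also left rank 1, with a sum of 1.92, but a factor per library hardly moves a correlation across genes, so this does not exclude scaling. A shared litter, day of collection, library batch or depth may account for it, and the labels do not tell these apart. The first principal component, with 39.9% of the variance, separated the pair with the correlation of 0.71 from the other livers. All 15 splits that kept this pair together gave more genes past 1.5-fold (at least 794) than the genotype split.

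Splits that part every such pair, as genotype does, number 8. With a block of neighbouring numbers in limma, 13 genes had an adjusted p under 0.05 for genotype and 0 or 1 for the others, and 1279 against 218 to 990 had an unadjusted p under 0.05. Thus 1 of 8 splits, the genotype one, gave as many as 13 genes, and with 8 splits that share cannot fall under 0.05, so a chance effect is not ruled out. A hypothesis is that an effect of genotype is partly hidden by differences between the pairs. The pairing here comes from the column names. The paper speaks of paired liver samples after acute DEN injection and of control littermates, without saying which of these livers belong together.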
